# Ribosomal Protein S6 Phosphorylation Is Involved in Novelty-Induced Locomotion, Synaptic Plasticity and mRNA Translation

**DOI:** 10.3389/fnmol.2017.00419

**Published:** 2017-12-21

**Authors:** Emma Puighermanal, Anne Biever, Vincent Pascoli, Su Melser, Marine Pratlong, Laura Cutando, Stephanie Rialle, Dany Severac, Jihane Boubaker-Vitre, Oded Meyuhas, Giovanni Marsicano, Christian Lüscher, Emmanuel Valjent

**Keywords:** mRNA translation, striatum, LTP (long-term potentiation), ribosomal proteins, rpS6 phosphorylation

## Abstract

The phosphorylation of the ribosomal protein S6 (rpS6) is widely used to track neuronal activity. Although it is generally assumed that rpS6 phosphorylation has a stimulatory effect on global protein synthesis in neurons, its exact biological function remains unknown. By using a phospho-deficient rpS6 knockin mouse model, we directly tested the role of phospho-rpS6 in mRNA translation, plasticity and behavior. The analysis of multiple brain areas shows for the first time that, in neurons, phospho-rpS6 is dispensable for overall protein synthesis. Instead, we found that phospho-rpS6 controls the translation of a subset of mRNAs in a specific brain region, the nucleus accumbens (Acb), but not in the dorsal striatum. We further show that rpS6 phospho-mutant mice display altered long-term potentiation (LTP) in the Acb and enhanced novelty-induced locomotion. Collectively, our findings suggest a previously unappreciated role of phospho-rpS6 in the physiology of the Acb, through the translation of a selective subclass of mRNAs, rather than the regulation of general protein synthesis.

## Introduction

The ribosomal protein S6 (rpS6) is a crucial structural component of the 40S ribosomal subunit (Meyuhas, 2015). Localized at the interface between the small and the large ribosomal subunits (Nygard and Nilsson, 1990), rpS6 is the first ribosomal protein shown to undergo phosphorylation (Gressner and Wool, 1974). Five phosphorylation sites (S235, S236, S240, S244 and S247) have been identified on the carboxy-terminal domain (Krieg et al., 1988). While rpS6 phosphorylation can be triggered by several kinases including p70 S6 kinases (Krieg et al., 1988; Bandi et al., 1993; Meyuhas, 2008), p90 ribosomal S6 kinases (Roux et al., 2007) and protein kinase A (Moore et al., 2009; Valjent et al., 2011; Yano et al., 2014; Biever et al., 2015a), its dephosphorylation is carried out by a single phosphatase, protein phosphatase 1 (Biever et al., 2015a).

In the brain, rpS6 phosphorylation is evoked by a wide variety of pharmacological and physiological stimuli thus making it a widely-used marker to track changes in neuronal activity (Knight et al., 2012; Biever et al., 2015b). Although the exact role of these phosphorylation events remains largely unknown, early studies proposed that the phosphorylation of rpS6 could participate in the positive regulation of global translation and later studies on its regulatory role in translation of a subset of mRNAs, known as TOP mRNAs (reviewed in Ruvinsky and Meyuhas, 2006; Meyuhas and Kahan, 2015). Enhanced rpS6 phosphorylation is frequently associated with increased levels of TOP mRNA-encoded proteins in various models of synaptic plasticity in hippocampal, cortical, and striatal neurons (Kelleher et al., 2004; Klann and Dever, 2004; Tsokas et al., 2005, 2007; Antion et al., 2008a,b; Bowling et al., 2014) as well as in various mouse models of neurological and neurodevelopmental disorders which display an enhanced global protein synthesis (Biever et al., 2015b). However, recent observations indicate that these positive correlations are not systematic (Biever et al., 2015a) and prompt the need to re-evaluate the impact of rpS6 phosphorylation on protein synthesis in neurons.

Here, we used rpS6 knockin mice (rpS6^P−/−^), in which all five phosphorylatable sites (S235, S236, S240, S244 and S247) were mutated to alanine residues (Ruvinsky et al., 2005), to investigate directly the relationship between rpS6 phosphorylation and mRNA translation, plasticity and behavior. We first tested rpS6^P−/−^ mice in multiple behavioral tasks and the only phenotype we observed was an enhanced novelty-induced locomotion. For the following studies, we therefore decided to focus on the striatum, including the dorsal (DS) and ventral (nucleus accumbens, Acb) parts, due to its high involvement in locomotion and reactivity to rpS6 phosphorylation upon pharmacological stimuli (Biever et al., 2015b). Rather than an effect on global translation, we observed that rpS6 phosphorylation deficiency results in impaired translation of a subset of mitochondria-related mRNAs present in the Acb. We also found that rpS6 phospho-mutant mice display altered long-term potentiation (LTP) of excitatory synaptic transmission in the Acb, but not in the DS. These data indicate that rpS6 phosphorylation regulates a specific subset of mRNAs and associated processes in one brain area, rather than regulating global translation.

## Materials and Methods

### Animals

*Drd2a-eGFP* (C57Bl/6) mice were generated as described previously (Gong et al., 2003). rpS6^P−/−^ knockin (C57Bl/6/Sv129/ICR; Ruvinsky et al., 2005) mice were generated by crossing heterozygous rpS6^P+/–^ mice. Each transgenic mouse was compared with wild-type littermates of the same genetic background. Male and female were used for all experiments. Animals were housed under standardized conditions with a 12 h light/dark cycle, stable temperature (22 ± 1°C), controlled humidity (55 ± 10%) and food and water *ad libitum*. All experiments were in accordance with the guidelines of the French Agriculture and Forestry Ministry for handling animals and were approved by the local Ethic Committee (A 34-172-41).

### Tissue Collection

Mice were killed by cervical dislocation and the heads were immersed in liquid nitrogen for 4 s. The brains were then removed and the striatum, hippocampus, or frontal cortex were rapidly dissected on an ice-cooled disc. For the dorsal striatum (DS) and nucleus accumbens (Acb), the brains were sectioned. The Acb was isolated from a ~1-mm thick coronal section located between 1.94 mm and 0.86 mm anterior to bregma and the DS between 0.86 mm and 0.14 mm. Both structures were dissected on an aluminum block on ice.

### Western Blot Analysis

The brain regions of interest were rapidly dissected on an ice-cooled disc, sonicated in 300 μl 10% sodium dodecyl sulfate (SDS) and boiled at 100°C for 10 min. In each experiment, samples from all animal groups were processed in parallel to minimize inter-assay variations. Protein quantification and western blots were performed as described (Biever et al., 2015a). The antibodies used are summarized in Table 1. For quantitative purposes, the optical density values of active phospho-specific antibodies were normalized to the detection of nonphospho-specific antibodies or to β actin values in the same sample and expressed as a percentage of control mice.

**Table 1:** List of primary antibodies.

Antigen	Species	Dilution	Supplier/Catalog no./References)
pS2448-mTOR	Rabbit	1:1000 (WB)	Cell signaling technology (#2976)
mTOR	Rabbit	1:1000 (WB)	Cell signaling technology (#2971)
pT389-p70S6K	Rabbit	1:1000 (WB)	Cell signaling technology (#9234)
pT421/S424-p70S6K	Rabbit	1:1000 (WB)	Cell signaling technology (#9204)
p70S6K	Rabbit	1:1000 (WB)	Cell signaling technology (#9202)
pT37/46–4EBP1	Rabbit	1:500 (WB)	Cell signaling technology (#2855)
4EBP1	Rabbit	1:500 (WB)	Cell signaling technology (#9644)
pT202/Y204-ERK1/2	Rabbit	1:2000 (WB)	Cell signaling technology (#9101)
ERK1/2	Rabbit	1:2000 (WB)	Cell signaling technology (#4695)
pS51-eIF2α	Rabbit	1:1000 (WB)	Cell signaling technology (#9721)
eIF2α	Rabbit	1:1000 (WB)	Cell signaling technology (#5324)
pS1108-eIF4G	Rabbit	1:1000 (WB)	Cell signaling technology (#2441)
pT56-eEF2	Rabbit	1:1000 (WB)	Cell signaling technology (#2331)
pS209-eIF4E	Rabbit	1:1000 (WB)	Cell signaling technology (#9741)
eIF4E	Rabbit	1:1000 (WB)	Cell signaling technology (#9742)
rpS6	Mouse	1:1000 (WB)	Cell signaling technology (#2317)
eEF1A	Mouse	1:1000 (WB)	Millipore (#05-235)
β-actin	Mouse	1:40000 (WB)	Abcam (#ab6276)
VMAT2	Rabbit	1:1000 (WB)	Abcam (#ab81855)
MAO-A	Rabbit	1:1000 (WB)	Abcam (#ab126751)
PSD95	Mouse	1:3000 (WB)	Santa Cruz (#sc-32290)
Synaptophysin	Mouse	1:5000 (WB)	Sigma-Aldrich (#s-5768)
nNOS	Mouse	1:1000 (WB); 1:200 (IF)	Sigma-Aldrich (#N218)
TH	Mouse	1:5000 (WB); 1:1000 (IF)	Millipore (#mab318)
DAT	Rat	1:1000 (WB)	Millipore (#mab369)
NET	Rabbit	1:1000 (WB)	Millipore (#mab5066P)
ChAT	Rabbit	1:1000 (WB)	Millipore (#mab143)
ChAT	Goat	1:500 (IF)	Millipore (#mab144)
NeuN	Mouse	1:1000 (IF)	Millipore (#mab377)
Calretinin	Mouse	1:1000 (WB)	Swant (#6B3)
Parvalbumin	Rabbit	1:1000 (IF)	Swant (#PV25)
RibP	Human	1:1000 (IF)	Immunovision (HPO-0100)
D2R	Rabbit	1:1000 (WB); 1:1000 (IF)	Frontier Institute (#D2R-Rb-Af960)
D1R	Mouse	1:1000 (IF)	Corvol et al. (2007)
DARPP-32	Mouse	1:1000 (WB); 1:1000 (IF)	Ouimet et al. (1984)
Gαolf	Rabbit	1:1000 (WB)	Hervé et al. (2001)
Puromycin	Mouse	1:1000 (WB)	David et al. (2012)

### Immunofluorescence

Tissue preparation and immunofluorescence were performed as described (Biever et al., 2015a). Primary antibodies used are listed in Table 1. Goat Cy3-coupled anti-rabbit (1:500, Jackson ImmunoResearch Laboratories), donkey Cy3-coupled anti-goat (1:1000, Jackson ImmunoResearch Laboratories) and goat Alexa Fluor 488-coupled anti-mouse (1:500, Invitrogen) secondary antibodies were used. Three slices per mouse were used in all immunofluorescence analyses (*n* = 3–4 mice/staining).

### Whole Cell Recordings

Coronal 200–250 μm slices of mouse brain were prepared in cooled artificial cerebrospinal fluid (ACSF) containing (in mM): NaCl 119, KCl 2.5, MgCl 1.3, CaCl_2_ 2.5, Na_2_HPO_4_ 1.0, NaHCO_3_ 26.2 and glucose 11, bubbled with 95% O_2_ and 5% CO_2_. Slices were kept at 32–34°C in a recording chamber superfused with 2.5 ml/min ACSF. Visualized whole-cell patch-clamp recording techniques were used to measure synaptic responses of putative D1R and D2R-MSNs of the striatum, identified by the presence of the eGFP of BAC transgenic mice by using a fluorescent microscope (Olympus BX50WI, fluorescent light U-RFL-T). Whole cell recordings in voltage clamp mode. The holding potential was −70 mV, and the access resistance was monitored by a hyperpolarizing step of −14 mV with each sweep, every 10 s. Experiments were discarded if the access resistance varied by more than 20%. The internal solution contained (in mM) 140 k-gluconate, 5 KCl, 10 HEPES, 0.2 EGTA, 2 MgCl_2_, 4 Na_2_ATP, 0.3 Na_3_GTP, and 10 sodium creatine-phosphate. Currents were amplified (Multiclamp 700B, Axon Instruments), filtered at 5 kHz and digitized at 20 kHz (National Instruments Board PCI-MIO-16E4, Igor, WaveMetrics). The liquid junction potential was small (–3 mV), and therefore traces were not corrected. Experiments were carried out in the presence of picrotoxin (100 μM). Synaptic currents were evoked by stimuli (50–100 μs) at 0.1 Hz through bipolar stainless steel electrodes placed on the slice. The magnitude of HFS (100 pulses at 100 Hz repeated four times at 0.1 Hz paired with depolarization at 0 mV)-induced LTP was determined by comparing average EPSCs that were recorded 25–30 min after induction to EPSCs recorded immediately before induction. Paired-Pulse ratio (PPR) was determined with an inter-stimulation interval of 50 ms. Spontaneous EPSCs were recorded with the same conditions and frequency and amplitudes of these currents were then analyzed using the Mini Analysis software package (v.4.3, Synaptosoft). For recordings of neuronal firing as a function of current step injection, rheobase and resting membrane potential (RPM), the internal solution contained (in mM): potassium gluconate 130, MgCl_2_ 4, Na_2_ ATP 3.4, Na_3_ GTP 0.1, creatine phosphate 10, HEPES 5 and EGTA 1.1. No clamp was imposed and RPM should not vary by more than 10% otherwise cell was discarded. Firing was determined from a series of current injections (500 ms duration, 50 pA steps).

### Assessment of Overall Protein Synthesis

#### Puromycin Incorporation in Whole Striatal Lysates

Puromycin incorporation method was performed as described (Biever et al., 2015a). Briefly, the brain regions of interest were rapidly dissected and homogenized using 20 up-and-down strokes of a prechilled glass homogenizer with 800 μl of polysomal buffer containing 50 mM Tris pH = 7.8, 240 mM KCl, 10 mM MgCl_2_, 250 mM D-sucrose, 2% Triton X-100, 20 μl/ml emetine, 5 mM DTT, 100 U/ml RNasin (Promega) and protease inhibitor cocktail (Roche). Samples were centrifuged for 5 min at 16,100 × *g* at 4°C and supernatant was incubated with 100 μg/ml of puromycin for 10 min at 4°C and then boiled for 10 min at 100°C. In order to increase the puromycylation efficiency to levels obtained in live cells at 37°C, the translation elongation inhibitor emetine was included in the lysis buffer (David et al., 2013). Under these conditions of translational arrest, puromycin incorporates the nascent chain and labels a single polypeptide per ribosome. Similarly to the ribopuromycylation (David et al., 2012) or PUNCH-P (Aviner et al., 2014) methods, this procedure provides a snapshot of the translational state at a specific time-point and is not comparable to metabolic labeling or SUNSET (Schmidt et al., 2009). Protein concentrations were determined using BCA protein assay (Pierce, Rockford, IL, USA) and samples were stored at −20°C for further western blot analyses.

#### Polysome Profiling

The polysome profiling approach was performed as described (Biever et al., 2015a). Briefly, the brain regions of interest were rapidly dissected and homogenized using 30 up-and-down strokes of a prechilled glass homogenizer with 800 μl of polysomal buffer containing Tris 20 mM pH = 7.2, 130 mM KCl, 10 mM MgCl_2_, 0.05% Nonidet P-40, 100 μg/ml cycloheximide, 2.5 mM DTT, 200 U/ml RNasin (Promega) and protease inhibitor cocktail (Roche) for 15 min on ice. Samples were centrifuged for 5 min at 16,100 × *g* at 4°C and supernatant containing 200 μg of RNA (for striatum, hippocampus and frontal cortex) or 100 μg of RNA (for DS and Acb) were loaded onto 10%–50% sucrose density gradients (50 mM Tris pH = 7.5, 25 mM KCl, 10 mM MgCl_2_, 1 mM DTT). Samples were centrifuged in a SW41Ti swing out rotor (Beckman Coulter) for 3 h at 36,000 rpm at 4°C. Ribosome profiling was performed using a density gradient fractionation system (Brandel) with upward displacement and continuous monitoring at 254 nm using a UA-6 detector.

### Assessment of Specific mRNA Translation

#### RNAseq and qRT-PCR Following Polysome Profiling

The DS or Acb of two mice were pooled and processed as described in the previous section. Per sample, 50 μl were kept as input (referred to as “input RNA”) to determine cytosolic steady-state mRNA levels and 100 μg of RNA were loaded onto 10%–50% sucrose gradients. Gradients were then fractionated and RNA of fractions containing ≥4 ribosomes (referred to as “heavy polysomal fractions”) was extracted using TRIZOL protocol according to the manufacturer’s instructions. The carrier glycoblue was added before RNA precipitation step during the TRIZOL protocol. To remove potential DNA contamination, fractions were treated with DNase-free kit treatment and removal (Invitrogen) according to the manufacturer’s instruction. After the RNA extraction procedure, heavy polysomal fractions of each sample were pooled.

#### RNAseq

Three biological replicates, each one composed of heavy polysomal fractions of two samples were analyzed by RNAseq (*n* = 4 mice per biological replicate). RNAseq libraries were constructed with the Truseq stranded mRNA sample preparation (Low throughput protocol) kit from Illumina. One-hundred nanogram of total RNA was used for the construction of the libraries. The first step in the workflow involves purifying the poly-A containing mRNA molecules using poly-T oligo attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first strand cDNA using SuperScript II reverse transcriptase, Actinomycin D and random hexamer primers. The second strand cDNA was synthesized by replacing dTTP with dUTP. These cDNA fragments were adenylated and ligated to adapters. The products were purified and enriched with 15 cycles of PCR. The final cDNA libraries were validated with a Fragment Analyzer system (Advanced Analytical Technologies, Ankeny, IA, USA) and quantified with a KAPA qPCR kit. For each sequencing lane of a flowcell V3, libraries were pooled in equal proportions, denatured with NaOH and diluted to 8 pM before clustering. Cluster formation, primer hybridization and single end-read 50 cycles sequencing were performed on cBot and HiSeq2000 (Illumina, San Diego, CA, USA), respectively. Due to contamination by *E. coli* sequences, multiple sequencing runs have been done to obtain a minimum of 14 million mouse sequences per sample passing the Illumina purity filter.

#### Bioinformatic RNAseq Analysis

Image analyses and base calling were performed using the Illumina HiSeq Control Software and the Real-Time Analysis component. Demultiplexing was performed using Illumina’s conversion software (bcl2fastq 2.17). The quality of the raw data was assessed using FastQC from the Babraham Institute and the Illumina software SAV (Sequencing Analysis Viewer). A splice junction mapper, TopHat 2.0.13 (Kim et al., 2013; using Bowtie 2.2.3 (Langmead and Salzberg, 2012)), was used to align RNAseq reads to the mouse genome (UCSC mm10) with a set of gene model annotations (genes.gtf downloaded from UCSC on May 23, 2014). Final read alignments having more than three mismatches were discarded. Then, the counting was performed with HTSeq count 0.6.1p1 (union mode; Anders et al., 2015). The data is from a strand-specific assay, the read has to be mapped to the opposite strand of the gene. Before statistical analysis, genes with less than 15 reads (cumulating all the analyzed samples) were filtered and thus removed. Differentially expressed genes were identified using the Bioconductor (Gentleman et al., 2004) package DESeq2 1.4.5 (Anders and Huber, 2010). Translational efficiency was estimated, for each gene and genotype, as the ratio between heavy polysomal fractions associated mRNA counts and cytosolic steady-state mRNA counts. The Xtail 1.1.5 (Xiao et al., 2016) R package was used to identify genes showing differential translation efficiency values between genotypes. Data were normalized using the Bioconductor (Gentleman et al., 2004) package DESeq2 1.4.5 (Anders and Huber, 2010) normalization method. Genes with adjusted *P* value less than 5% (according to the FDR method from Benjamini-Hochberg) were declared differentially expressed/differentially translated. To perform the functional analysis of the resulting list of genes with the Gene Ontology (GO) annotations, the topGO (Alexa et al., 2006) package from Bioconductor was used. Overrepresented GO terms were identified using Fisher’s exact test with the weight method that is implemented in the topGO package. As confidence threshold we used a *P* value of 1%. To perform this analysis the differentially expressed genes were compared with those of all known genes present in the annotation. The GO categories were found in the Org.Mm.e.g.db package (Carlson, 2017) based on the gene reporter EntrezGeneID.

#### cDNA Synthesis and Quantitative Real-Time PCR

Synthesis of cDNA was performed on total RNA (input fraction) and heavy polysomal RNA, which were reverse transcribed to first strand cDNA using the SuperScript^®^ VILO™ cDNA synthesis kit (Invitrogen). Resulting cDNA was used for quantitative real-time PCR (qRT-PCR), using 2× SYBR Green Mix and LC480 Real-Time PCR System (Roche) as described (Puighermanal et al., 2017). Analysis was performed using LightCycler^®^ 480 Software (Roche). Results are presented as linearized Cp-values normalized to housekeeping genes β-actin or Hprt2 and the ∆CP method was used to give the fold change. The primer sequences are indicated in Table 2.

**Table 2:** Sequences of PCR primers.

Genes	PCR primers	
	Forward	Reverse
*Cox7a2*	GCCCTTCGTCAGATTGCCCAG	TCAGATGCCCCGCCTTTCAGA
*Cox7c*	GTTTGCCGCACCTTTCTTTA	CAGAGACGAGGCATTGAATCT
*Slirp*	GGCCATGTAAGAAGGTGCACTGT	ACCCAACCCATGCCTCTGTGA
*Uqcrh*	GCGTGTCTTCCCGGTCACAG	TGACAAGGCTGAGGAGGACGA
*Uqcrb*	AGAGAGCCCTGGACCTGACT	TGCCCACTCTTCTCTCTCCTT
*Timm8a1*	TGCAGCATTTCATCGAGGTG	GACTGTCCAACTTAGGCCCA
*Mrpl33*	CTCCGAGAGAAGCTGAGCCT	CCACTACTCAGAGGGAACGGA
*Dbi*	CAAGTGGGACTCGTGGAACA	AGCTCGTCTACCTTTTCCACA
*β-actin*	CGTGAAAAGATGACCCAGATCA	CACAGCCTGGATGGCTACGT
*Hprt2*	GCAGTACAGCCCCAAAATGG	GGTCCTTTTCACCAGCAAGCT

#### Data Availability

Sequence data have been deposited in the Gene Expression Omnibus database (accession no. GSE98029).

### ATP Determination

The Acb of rpS6^P−/−^ mice and wild-type littermates were homogenized in Krebs-Ringers bicarbonate buffer (125 mM NaCl, 1.4 mM KCl, 20 mM HEPES [pH 7.4], 5 mM NaHCO_3_, 1.2 mM MgSO_4_, 1.2 mM KH_2_PO_4_, 1 mM CaCl_2_) containing 1% BSA. Protein concentrations were determined using the BCA assay (Pierce). To measure ATP concentration, 100 μg of Acb lysates were used for the CellTiter-Glo Luminiscent Cell Viability kit (Promega) in a 96-well format following manufacturer’s instructions.

### Mitochondria Assays

Complex I (EC 1.6.5.3) was measured by recording the decrease in absorbance due to oxidation of NADH (Roche) at 340 nm (*ε* = 6.2 mM^−1^ cm^−1^) in a POLARstar Omega plate reader (BMG Labtech) at 30°C in a volume of 1 ml. The Acb of rpS6^P−/−^ and wild-type littermates was dissected and stored at −80°C until further use. Tissue was homogenized with a glass potter in 150 μL of ice-cold Mir05 buffer (Mitochondrial Physiology Network: 0.5 mM EGTA, 3 mM MgCl_2_, 60 mM lactobionate, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose and 1 g L−1 BSA). The homogenate was centrifuged at 500× *g* for 10 min at 4°C to remove debris. The supernatant was kept on ice for the assays. Tissue homogenate (200–250 μg protein) was added to the assay buffer (35 mM K_2_HPO_4_ pH = 7.2, 5 mM MgCl_2_, 2.5 g L−1 BSA, 0.1 mM NADH) and the reaction was started by addition of 0.1 mM Decylubiquinone with changes in 340 nm absorbance (slope) measured for 3 min. Rotenone (12.5 μM) was added and monitoring carried for further 3 min. Complex I activity was taken as the rotenone-sensitive activity measured by the percent inhibition after addition of rotenone.

Citrate synthase (CS; E.C. 2.3.3.1) was measured by recording the increase in absorbance at 412 nm of the reaction of acetyl-CoA with Oxaloacetate (OAA) and the release of free CoA-SH to the colorimetric reagent 5,5-dithiobis(2-nitrobenzoate; DTNB; *ε* = 13.6 mM^−1^ cm^−1^) in a POLARstar Omega plate reader (BMG Labtech) at 37°C in a volume of 1 mL. Tissue homogenate (50–70 μg protein) was added to the assay buffer (20 mM Tris-HCl pH = 8, 0.1 mM DTNB, 0.1% Triton X-100) and the reaction was started by addition of 0.3 mM Acetyl-CoA, and 0.5 mM OAA with changes in 412 nm absorbance (slope) measured for 3 min. Assay conditions were controlled by using standard commercial CS (Sigma C3260) diluted 1:500 in PBS, pH = 7.0. Assay measurements were performed in duplicate. Brain samples were prepared as described above for Complex I.

### Dendritic Spine Morphology Analysis

Dendritic spine analysis was performed as previously described (Guegan et al., 2013). Briefly, rpS6^P−/−^ knockin mice and wild-type littermates were deeply anesthetized with pentobarbital (500 mg/kg, i.p.; Sanofi-Aventis) prior to rapid intracardiac perfusion, delivered with a peristaltic pump at 20 ml/min, with 10 ml of Na_2_HPO_4_/NaH_2_PO_4_/NaCl buffer (PBS) 0.1 M, pH 7.5, and followed by perfusion with 40 ml of 4% PFA in PBS 0.1 M, pH 7.5. Brains were postfixed in 4% PFA for 10 min and kept in PBS at 4°C. Brain coronal sections (100 μm) containing the Acb (Franklin and Paxinos, 2008; located between 1.54 mm and 0.98 mm anterior to Bregma) and DS (located between 1.42 mm and 0.14 mm anterior to Bregma) were obtained by using a vibratome (Leica) and stored at −20°C in a solution containing 30% (v/v) ethylene glycol, 30% (v/v) glycerol, and 0.1 M sodium phosphate buffer until they were processed for fluorescent labeling. Brain slices were labeled by ballistic delivery of fluorescent dye DiI (Molecular Probes, Eugene, OR, USA) using a gene gun apparatus (Helios Gene Gun System, Bio-Rad, Deutschland) and postfixed with PFA for 4 h at room temperature to further preserve structures and to allow the diffusion of the dye DiI. Sections were placed on microscope gelatine-coated slides and coverslipped with mounting medium. Acquisition and analysis of dendritic spine images was performed as described (Dumitriu et al., 2011, 2012). Z-Stacks were acquired using a 60 × 60 × 168 nm^3^ voxel size on an inverted Leica SP8 confocal laser scanning microscope at the Montpellier RIO Imaging Facility. Images were acquired with excitation at 561 nm and acquisition of the emission between 570 and 620 nm at a frequency of 400 Hz with a 63× 1.4 numerical aperture oil immersion objective. Images were averaged by four acquisitions to minimize noise. Laser intensity and photomultiplier gain were adjusted for each image to fill the entire range of the sensor and minimize the noise level. Secondary to tertiary dendrites of individual medium-sized spiny neurons were chosen for spine analysis Images were deconvolved with Huygens 3.5 (Scientific Volume Imaging) using an experimental Point Spread Function and spine analysis was performed using the semiautomated software NeuronStudio, which analyses dendritic length, dendritic width, spine number and spine head diameter in 3D. Parameters for dendritic spine quantification with NeuronStudio were: minimum neurite length = 10 μm; minimum spine height = 0.4 μm; maximum spine height = 3 μm; minimum stubby size = 20 voxels. Parameters for spine classification were: neck ratio = 1.1; thin ratio = 2.25; mushroom size = 0.4 μm. After NeuronStudio processing, verification of the dendritic spine densities quantification was performed in blind conditions and manually corrected if any errors in spine identification.

### Locomotor Activity

#### Open Field Test

Spontaneous exploratory behavior was monitored in an open field (white plastic box with 35 cm width × 45 cm length × 25 cm height) for 30 min. The open field was wiped with 70% ethanol between sessions. The center zone was defined as a virtual perimeter within 5 cm from the sides of the box. Experiments were filmed and an observer blinded to genotype scored the time spent in the center (4 paws inside the center zone) and the number of midline crosses (4 paws crossing a midline of the box) during the first 10 min. Videos were analyzed using Noldus EthoVision XT (Netherlands) software by calculating the total distance traveled, average speed, time spent immobile and immobility frequency.

#### Circular Corridor

Locomotor activity was measured during 20 min in a circular corridor with four infrared beams placed at 90° angles (Imetronic, Pessac, France) in a low luminosity environment. Counts for horizontal activity were incremented by consecutive interruption of two adjacent beams (mice moving through 1/4 of the circular corridor) and counts for vertical activity (rearings) corresponding to interruption of beams placed at a height of 7.5 cm along the corridor were used.

### Elevated Plus Maze

Anxiety-like behavior was measured as previously described (Busquets-Garcia et al., 2011).

### Marble Burying Test

Repetitive behaviors were assessed by marble burying activity. Mice were placed in a clean cage (46 × 20 × 14 cm) with 4 cm sawdust bedding overlayed by 20 glass marbles (15 mm diameter) equidistant in a 4 × 5 arrangement. Mice were allowed to explore the cage for 20 min and the number of marbles buried (>50% of the marble covered by the bedding) was counted.

### Tail Suspension Test

Mice were suspended 50 cm above a cushioned pad using tape to attach their tails to a horizontal pole above the pad. Each mouse was tested for a 6-min trial. Latency to the first bout of immobility (defined as ≥ 5 s-long segment of time spent immobile) and the total time spent immobile during the trial were recorded. Immobility was defined as hanging passively without any movement of the head or paws.

### Spontaneous Alternation Test

Spontaneous alternation was measured in a Plexiglas Y-shaped maze with three identical arms (40 × 9 × 16 cm) at a 120° angle. Each individual mouse was placed in the center of the maze and allowed to freely explore for 5 min. A triad was defined as a set of three arm entries, when each entry was to a different arm of the maze. The number of arm entries and the number of triads were recorded. The percentage of alternation was calculated by dividing the number of triads by the number of possible alternations and then multiplying by 100.

### Three-Chamber Social Approach

A three-chamber arena was used to assess sociability, preference for social novelty, and social memory. On day 1, stranger target mice were habituated to the wire cups. On day 2, test mice (2-month-old males) were placed in the middle chamber and allowed to explore all the empty chambers of the apparatus freely for 10 min. Next, an unfamiliar mouse (Stranger#1, male C57BL/6 age matched) was introduced into one of the two side chambers, enclosed in a wire cage allowing only for the test mouse to initiate any social interaction. An identical empty wire cage was placed in the other side chamber. Following placement, the test mouse was allowed to explore the whole three-chamber arena for 10 min. At the end of the 10 min sociability test, a new unfamiliar mouse (Stranger#2, male C57BL/6 age matched) was placed in the previously unoccupied wire cage, and test mice were examined for an additional 10 min to assess preference for social novelty. The time spent in each compartment and the time spent sniffing the Stranger#1, Stranger#2, or empty wire cages were manually scored.

### Statistical Analysis

All statistical analyses were performed using one-way analysis of variance (ANOVA) for multiple comparisons, followed by Newman-Keuls *post hoc* test. Student *t*-test with equal variances was used for groups of two, when relevant. Statistical significance was determined as *p* < 0.05. Prism 5.0 software was used to perform statistical analyses. Locomotor activity was analyzed by matched two-way ANOVA (effect of time and effect of genotype), followed by Bonferroni’s multiple comparison test. All statistical analyses are available in Supplementary Table S1.

## Results

### Absence of rpS6 Phosphorylation Enhances Novelty-Induced Locomotor Activity

To determine the physiological role of rpS6 phosphorylation, we used rpS6 knockin mice (rpS6^P−/−^), in which all phosphorylation sites were mutated to alanine residues (Supplementary Figure S1). We first monitored locomotor activity in non-stressful conditions (i.e., low luminosity) using circular corridors. A significant increase in horizontal locomotor activity was observed during the first 10 min in rpS6^P−/−^ mice (Figure 1A). In contrast, no differences were found in the number of rears (Figure 1B). This enhanced reactivity to a novel environment was further confirmed in mice video-tracked in an open field arena, as demonstrated by the significant increase in total distance traveled during the first 10 min in rpS6^P−/−^ mice (Figures 1C,D). This enhanced locomotor response was accompanied by an increased movement velocity (Figure 1E), a decrease in the total time spent immobile (Figure 1F) and the immobility frequency (Figure 1G). No difference in locomotor activity was found at longer time points (20 and 30 min) between genotypes in both the circular corridor and open field arena (Figure 1A and data not shown). The enhanced locomotion was not a result of novelty-induced anxiety since mice spent the same amount of time in the center of the open field (Figure 1H) and in the open arms in the elevated plus maze (Figures 1I,J). In the latter, the total arm entries were higher in rpS6^P−/−^ mice most likely due to the enhanced reactivity to novelty (Figure 1K). No differences between genotypes were found in other behavioral tasks including marble burying test, tail suspension test, Y-maze spontaneous alternation test and sociability as well as social novelty in the three-chamber test (Supplementary Figure S2). Together, our results indicate that novelty-induced locomotor activity is enhanced in rpS6^P−/−^ mice.

**Figure 1:**
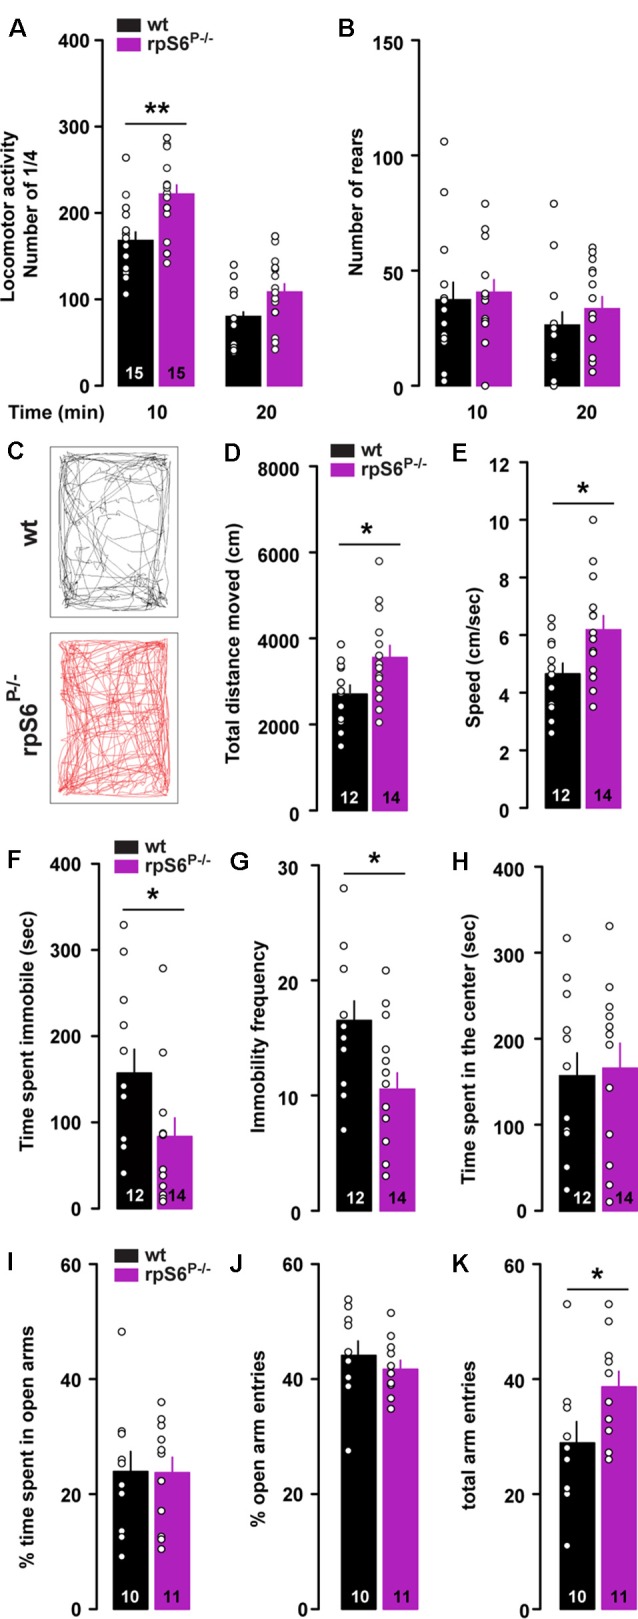
Enhanced novelty-induced locomotion in rpS6^P−/−^ mice. **(A)** Horizontal and **(B)** vertical (number of rears) locomotor activity in wild-type (wt, black) and rpS6 phospho-deficient mice (rpS6^P−/−^, magenta) measured in a circular corridor during 20 min. **(C)** Representative movement path of a wt (back) and rpS6^P−/−^ (red) mouse during the first 10 min in an open field. **(D)** Total distance moved (cm), **(E)** speed (cm/s), **(F)** time spent immobile (s) and **(G)** immobility frequency during the first 10 min. **(H)** Time spent in the center of the open area (s). **(I)** Percentage of time spent in the open arms of the elevated plus maze. **(J)** Percentage of open arms entries and **(K)** the number of total arm entries during 5 min. The number of animals in each condition is indicated in the bars. Results are represented as scatter plots and mean ± SEM. Statistical analysis, Student’s *t*-test (*n* and *p* values in Supplementary Table S1:1a,b,d–k), *p < 0.05; **p < 0.01.

### Striatal Anatomy and Structural Plasticity Are Unaltered in rpS6^P−/−^ Mice

Altered size of several cell types has been reported in peripheral tissues of rpS6^P−/−^ mice (Ruvinsky et al., 2005, 2009). To determine whether rpS6 phosphorylation was also a critical determinant of neuronal size, we analyzed whether the brain was developed normally in adult rpS6 phosphorylation-deficient mice. No changes in the brain weight and size were observed between rpS6^P−/−^ mutant mice and wild-type littermates (Supplementary Figure S3). Histological analyses using the neuronal marker NeuN did not reveal any gross abnormality in cytoarchitecture in mutant mice (Supplementary Figure S3). No evident alterations of specific brain areas, including the DS and the Acb, were detected (Supplementary Figure S3). The expression levels of striatal proteins important for its functionality were also analyzed by immunofluorescence and western blots. No changes in dopamine D1 and D2 receptors expression were found (Figure 2A). The size, the distribution and the expression of medium-sized spiny neurons (DARPP-32) as well as different classes of striatal interneurons, including parvalbumin (PV), nNOS, calretinin (CR), and cholinergic (ChAT) interneurons were unaffected (Figures 2B,C and Supplementary Figure S4). Similarly, immunoblot analyses of striatal homogenates revealed no differences between genotypes in the expression levels of D2R, DARPP-32, dopamine transporter (DAT), guanine nucleotide-binding protein G(olf) subunit alpha (Gαolf), tyrosine hydroxylase (TH), monoamine oxidase A (MAO-A), vesicular monoamine transporter 2 (VMAT2) and norepinephrine transporter (NET) (Figures 2D,E).

**Figure 2:**
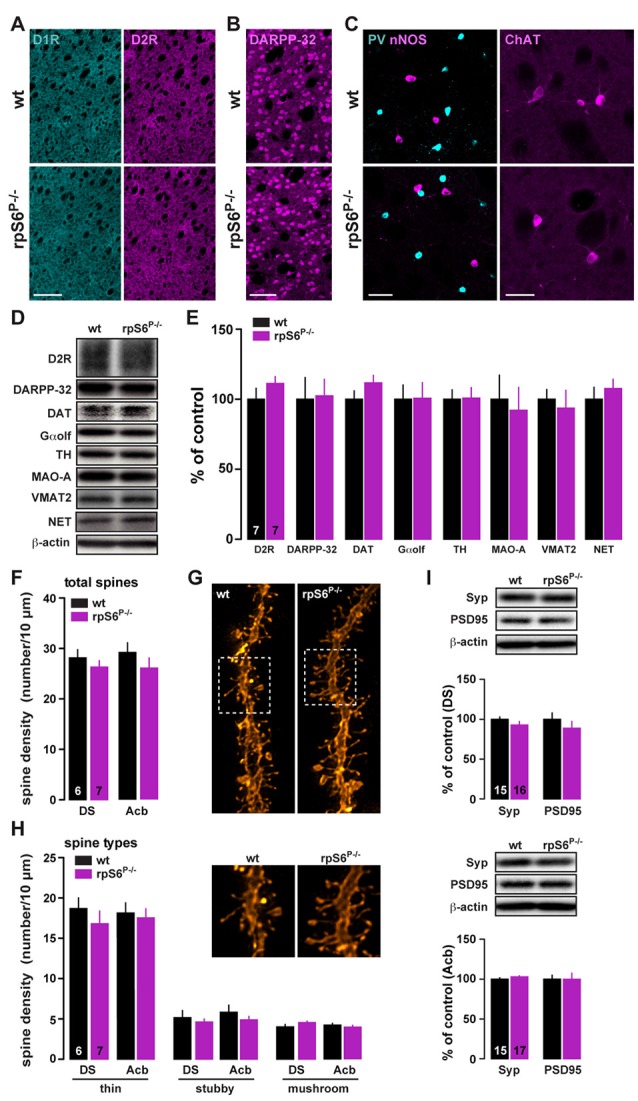
Striatal dendritic spines density and protein expression in rpS6^P−/−^ mice.** (A)** Single immunostaining for D1R (cyan) and D2R (magenta) in coronal sections of the striatum from wt (top) and rpS6^P−/−^ (bottom) mice. Scale bar: 250 μm. **(B)** Single immunostaining for DARPP-32 of the striatum from wt (top) and rpS6^P−/−^ (bottom) mice. Scale bar: 60 μm. **(C)** Double immunostaining for nNOS (magenta) and parvalbumin (PV, cyan; left panel) or single immunofluorescence for choline acetyltransferase (ChAT; right panel) in the striatum of wt (top) and rpS6^P−/−^ (bottom) mice. Scale bar: 40 μm and 20 μm. **(D)** Representative western blots and **(E)** quantified signals of D2R, DARPP-32, DAT, Gαolf, TH, MAO-A, VMAT2 and NET normalized to β-actin in whole striatal lysates from wt (black bars) and rpS6^P−/−^ (magenta bars) mice. Results are represented as mean ± SEM (*n* and *p* values in Supplementary Table S1:2e). **(F)** Total number of spines per 10 μm in DS and Acb MSNs of wt (black bars) and rpS6^P−/−^ (magenta bars) mice. **(G)** Representative dendrites spines visualized by fluorescent dye DiI. **(H)** Density of thin, stubby or mushroom dendritic spines were analyzed on a subset of dendrites in DS and Acb MSNs of wt (black bars) and rpS6^P−/−^ (magenta bars) mice. The number of animals in each condition is indicated in the bars. Results are represented as mean ± SEM (*n* and *p* values in Supplementary Table S1:2g,h). **(I)** Representative western blots and quantified signals of Syp and PSD95 normalized to β-actin in DS (TOP) and Acb (bottom) lysates from wt (black bars) and rpS6^P−/−^ (magenta bars) mice. Results are represented as mean ± SEM (*n* and *p* values in Supplementary Table S1:2i).

To determine whether rpS6 phospho-deficiency could lead to discrete morphological changes, striatal slices of rpS6^P−/−^ and wild-type mice were labeled by ballistic delivery of fluorescent dye DiI. Analyses of dendritic spine density or types of spines (thin, stubby and mushroom) in labeled output neurons of the DS and Acb revealed no differences between genotypes (Figures 2F–H). In addition, equivalent contents of synaptophysin (Syp) and PSD95, pre- and post-synaptic markers respectively, were found (Figure 2I). Altogether, our results show that rpS6^P−/−^ mice display intact striatal morphology and normal levels of proteins involved in striatal function.

### Impaired HFS-Induced LTP in Both D1- and D2-MSNs in the Acb of rpS6^P−/−^ Mice

Enhanced rpS6 phosphorylation is frequently observed in various electrical and chemical models of synaptic plasticity (Biever et al., 2015b). To distinguish between D1- and D2-MSNs, we crossed rpS6^P−/−^ mice with *Drd2*-eGFP mice and we recorded both eGFP-positive (D2-MSNs) and eGFP-negative cells (most likely D1-MSNs) in the Acb and DS. Baseline electrophysiological parameters were similar in rpS6^P−/−^ mice compared to control, with the exception of accumbal D2-MSNs that showed a slightly elevated threshold for action potential (AP) generation. However, in the absence of altered RMP and input-output curves, this likely reflects a sampling error. Taken together, passive membrane properties, AP generation, and overall excitatory synaptic inputs were not affected by the genetic manipulation (Supplementary Figure S5). We next examined synaptic transmission at excitatory afferents onto MSNs after a challenge with a high-frequency stimulation (HFS) train. While the HFS protocol induced a LTP of the excitatory postsynaptic currents (EPSCs) in D2-MSNs in the Acb of wild-type mice, it failed to do so in rpS6^P−/−^ mice (Figure 3A). This effect was specific of the Acb since no differences between genotypes were observed after recording D2-MSNs in the DS (Figure 3B). Interestingly, similar results were obtained when the analysis was performed in D1-MSNs (Figures 3C,D). Together, our results indicate that rpS6 phosphorylation deficiency predominantly impacts synaptic plasticity in the Acb.

**Figure 3:**
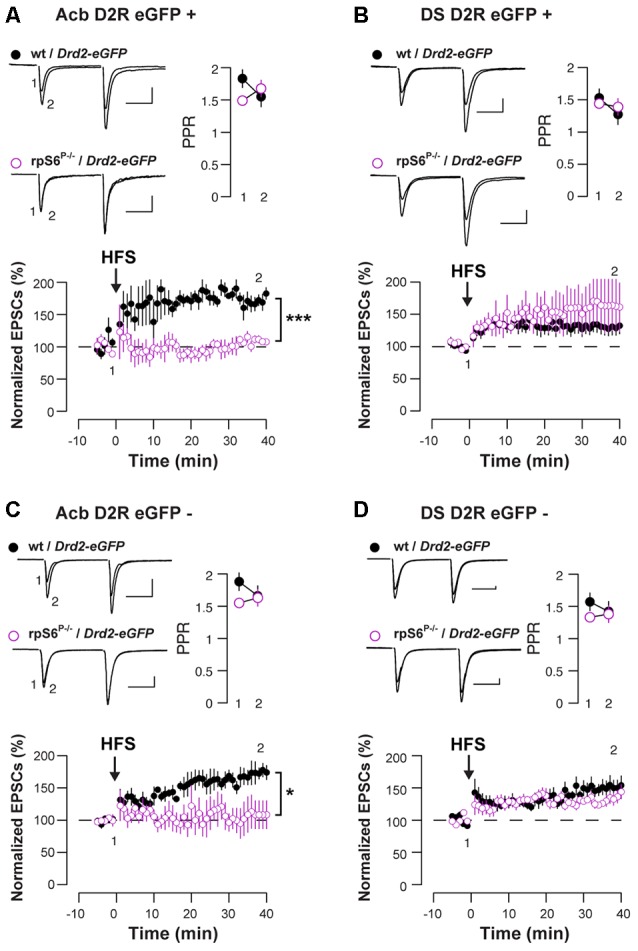
Altered HFS-induced long-term potentiation (LTP) in Acb D1-and D2-MSNs of rpS6^P−/−^ mice. EPSCs were recorded from eGFP positive (D2-MSNs) **(A,B)** and eGFP negative (D1-MSNs) **(C,D)** in the Acb **(A,C)** or in the DS **(B,D)** of wt/*Drd2*-eGFP (black circles) and rpS6^P−/−^/*Drd2*-eGFP (magenta open circles) double transgenic mice before and after HFS-induced LTP. Graphs show normalized EPSCs as a function of time and the overlay of averaged (20 trials) traces of AMPAR EPSCs before (1) and after (2) HFS. Scale bars: 50 pA, 20 ms. Symbols represent average of six trials. *p < 0.05; ***p < 0.001 by Student’s *t*-test (*n* and *p* values in Supplementary Table S1:3a–d).

### RpS6^P−/−^ Mice Display Normal Overall Protein Synthesis

To investigate directly whether rpS6 phosphorylation participates in the fundamental control of mRNA translation in the nervous system, we performed polysome profile analysis on striatal lysates (comprising both the DS and the Acb) from rpS6^P−/−^ mice and wild-type littermates. As shown in Figure 4A, no difference in the polysome profiling was observed between genotypes. We also conducted polysome profiling analyses on frontal cortex or hippocampal lysates and failed to observe differences between genotypes (Supplementary Figure S6). Similar results were obtained when striatal *de novo* protein synthesis was assessed using an assay adapted from the ribopuromycylation method (David et al., 2012). Indeed, no difference in puromycin incorporation was found in striatal lysates of rpS6^P−/−^ mice compared wild-type littermates (Figure 4B). We next analyzed TOP-encoded proteins since increased rpS6 phosphorylation has been correlated with enhanced hippocampal TOP mRNA translation during LTP (Tsokas et al., 2005; Antion et al., 2008b). No changes in the TOP-encoded proteins rpS6 and eukaryotic translation elongation factor 1A (eEF1A) were observed in the striatum between genotypes (Figure 4C). Finally, no differences were found in the basal phosphorylation state of key components regulating the translational machinery including signaling pathways (mTORC1 and ERK), as well as translational initiation (eIF4E, eIF4G and eIF2α) and elongation (eEF2) factors (Figures 4D–F). Altogether, these results suggest that global striatal mRNA translation is not impaired in rpS6 phosphorylation deficient mice.

**Figure 4:**
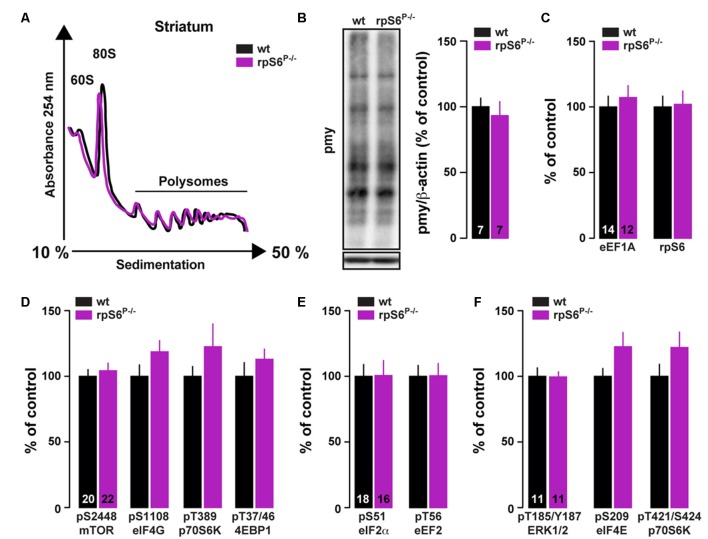
Analysis of global mRNA translation in the striatum of rpS6^P−/−^ mice.** (A)** Representative polysome profile of whole striatum lysates from wt (black line) and rpS6^P−/−^ (magenta line) mice (*n* = 6 mice/group). **(B)** Representative (left) and quantified (right) western blot analysis of puromycin staining (pmy, normalized to β-actin) in whole striatal lysates from wt (black bars) and rpS6^P−/−^ (magenta bars) mice incubated 10 min with puromycin. Results are represented as means ± SEM (*n* and *p* values in Supplementary Table S1:4b). **(C–F)** Quantified western blot analysis of eE1A and rpS6 **(C)**, pS2448-mTOR, pS1108-eIF4G, pT389-p70S6K and pT37/46-4EBP1 **(D)**, pS51-eIF2α and pT56-eEF2 **(E)**, pT185/Y187-ERK1/2, pS209-eIF4E and pT421/S424-pS70S6K **(F)** in total striatal lysates from wt (black bars) and rpS6^P−/−^ (magenta bars) mice. The number of animals in each condition is indicated in the bars. Results are represented as means ± SEM (*n* and *p* values in Supplementary Table S1:4c–f).

### Impaired Translation of a Subset of mRNAs in the Acb of rpS6^P−/−^ Mice

Despite the normal overall protein synthesis in rpS6^P−/−^ mice, we sought to assess whether basal rpS6 phosphorylation could regulate the translation of a specific subset of mRNAs, using the striatum as a test case. To address this issue, we performed polysome profiling of Acb and DS lysates followed by high-throughput RNAseq of heavy polysomal fractions, which contain the actively translated mRNAs (Figure 5A). Additionally, total mRNA abundance, reflecting the cytosolic steady-state mRNA levels, was also analyzed in whole Acb and DS lysates from both genotypes. 

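Polysome-bound and total RNA were sequenced in 24 libraries, with 3 biological replicates for each region, genotype and kind of RNA, each made from pooled mice. The methods give 4 mice per biological replicate, the legend of Figure 5 gives 6 and the supplementary statistics table gives 2, while the fractions pooled are described as holding 4 or more ribosomes in the methods and more than 4 in the sample labels. The authors aligned the reads to mm10, discarded alignments with more than 3 mismatches, counted reads per gene with HTSeq on the strand opposite to the read, and deposited these raw counts for 24079 genes, of which 5363 had 0 reads in every library. Libraries of heavy polysomal fractions of the Acb held 18223208 to 34703044 assigned reads in wild-type mice (median 23796866) and 14948045 to 33704038 in rpS6 P-/- mice (median 17864933). The corresponding libraries of the DS held 11109431 to 23021073 assigned reads in wild-type mice (median 14240173) and 14964662 to 27128209 in rpS6 P-/- mice (median 21502608). The minimum of 14 M mouse sequences per sample given in the methods counts reads that passed the purity filter, which is another quantity than the reads assigned to genes used here. For each comparison, genes with fewer than 15 reads over the libraries compared were removed, counts were scaled by the trimmed mean of M values, genotypes were compared with the quasi-likelihood test of edgeR, and p-values were adjusted by the Benjamini-Hochberg method, with a cutoff of 0.05. Fold changes are given as rpS6 P-/- over wild-type on the log2 scale, and means with standard deviations (SD) are given in counts scaled to library size (CPM).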

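Whole lysates of the Acb gave 9280589 to 18177175 reads assigned to genes in wild-type mice (median 12427204) and 9697531 to 14015616 in rpS6 P-/- mice (median 10291084), and those of the DS gave 13762168 to 20259509 (median 15763557) and 16424561 to 19207807 (median 16932545). A single non-coding RNA, *Bc1*, took 15.2 to 26.1% of the reads of whole lysates but 0.897 to 3.85% of those of heavy polysomal fractions. Whole lysate and heavy polysomal libraries of the same region, genotype and replicate number were taken to share mice. The methods keep an input from each sample loaded, but do not say how inputs were pooled or numbered. This pairing was used only as an alternative in the comparisons of translational efficiency.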

We initially compared the fold changes of normalized read counts between genotypes in heavy polysomal fractions and whole lysates (containing cytosolic steady-state mRNAs). 

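*Rps6*, the gene carrying the knockin mutations, was compared first. Its abundance in heavy polysomal fractions of the Acb was 393 ± 46.5 CPM in wild-type and 415 ± 28.7 CPM in rpS6 P-/- mice (log2 fold change 0.08, adjusted p 0.819, edgeR with Benjamini-Hochberg adjustment). In whole lysates of the Acb it was 418 ± 45.8 against 403 ± 23.9 CPM (log2 fold change -0.05, adjusted p 1.00, edgeR with Benjamini-Hochberg adjustment). In the DS it was 350 ± 26.4 against 382 ± 3.42 CPM in heavy polysomal fractions (log2 fold change 0.13, adjusted p 0.966, edgeR with Benjamini-Hochberg adjustment) and 290 ± 37.2 against 285 ± 10.8 CPM in whole lysates (log2 fold change -0.02, adjusted p 0.980, same test and adjustment by edgeR). Because the mutations replace single residues, read counts per gene could not check the genotype given for each library.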

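Among the 16227 genes tested in heavy polysomal fractions of the Acb, 0 had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 3518 (21.7%) had an unadjusted p under 0.05, where 811 would be reached by chance. Of these 3518 genes, 1862 were lower and 1656 higher in rpS6 P-/- mice. The lowest adjusted p was 0.0898, and 173 genes had one under 0.1 (edgeR, Benjamini-Hochberg). The libraries of the genotypes did not overlap for 29.2% of genes with at least 50 reads on average, against 10% by chance. The count moved most with the Wald test of DESeq2, the package used in the paper, which called 1090 genes, 561 higher and 529 lower, and each of these had an unadjusted p under 0.05 with the same direction in edgeR. DESeq2 gave no adjusted p for 8494 of the genes tested, so its adjustment covered fewer genes than that of edgeR. Over 14 alternatives, counts from 0 to 1090 were obtained. Leaving out wild-type replicate 1 reduced the DESeq2 count to 1 gene, while leaving out the second raised it to 1887. Fold changes rose with the length of the coding sequence (Spearman rho 0.494 across genes, which are not independent replicates), and removing this trend from the edgeR comparison left 2588 genes with an unadjusted p under 0.05 and 3 with an adjusted p under 0.05, a setting chosen after seeing the data.

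**Figure D1:**
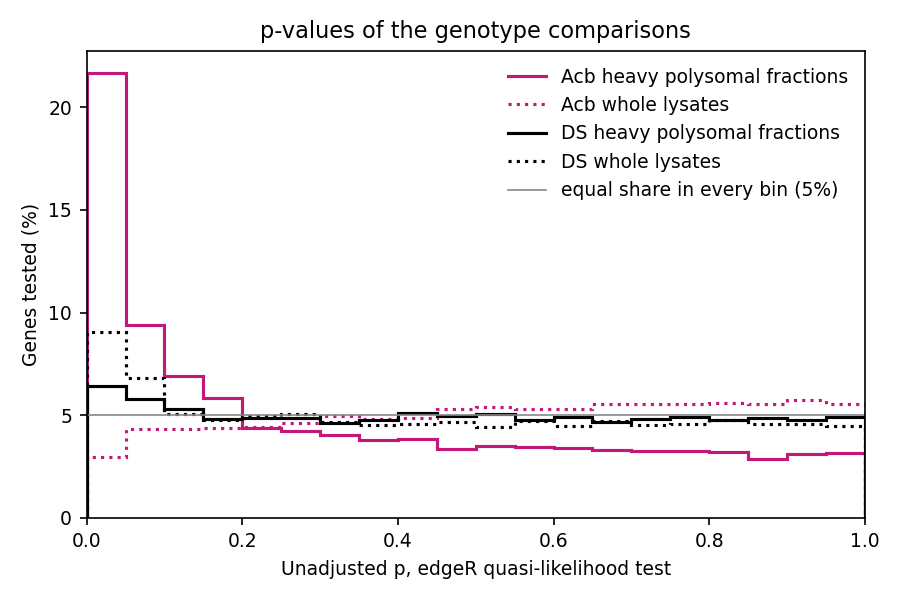
Distribution of unadjusted p-values of the 4 genotype comparisons. In heavy polysomal fractions of the Acb 21.7% of genes had a p under 0.05, against 2.96% in whole Acb lysates, 6.42% in heavy polysomal fractions of the DS and 9.07% in whole DS lysates.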

In the Acb, although wild-type and rpS6^P−/−^ mice displayed similar polysome profiles (Figure 5A), we identified 998 differentially expressed mRNAs, of which 497 were downregulated whereas 501 were upregulated in rpS6^P−/−^ mice. A heatmap depicting the top 100 differentially expressed genes between genotypes is shown in Figure 5B. 

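The symbols of Figure 5B were read by eye, and 99 of them were found among the genes tested, 60 shown as lower and 39 as higher in rpS6 P-/- mice. The 60 genes were all lower, with a median log2 fold change of -0.97 (-1.89 to -0.62), and the 39 genes were all higher, with a median of 0.77 (0.48 to 0.98). The libraries of the genotypes did not overlap for 59 and 39 of these genes, where 10% would be reached by chance. Adjusted p over all genes ranged from 0.0983 to 0.123 for the genes lower and from 0.0983 to 0.200 for the genes higher (edgeR, Benjamini-Hochberg), whereas all 99 fell under 0.05 when adjusted over the list alone. Since the study chose this list on the same samples, these counts are not independent evidence of a change. With DESeq2, 57 of the 60 and 38 of the 39 genes were called. The largest decrease, -1.89, was that of *Acer2*, which lies 17 kb from *Rps6* and was also lower in whole Acb lysates (-1.57).

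**Figure D2:**
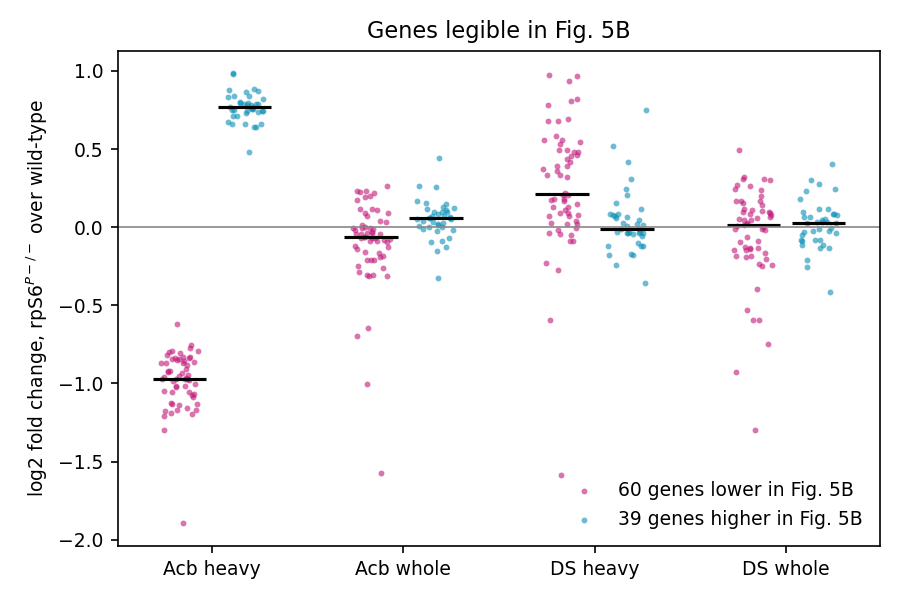
Log2 fold changes of the 60 genes lower and 39 genes higher in Figure 5B in the 4 comparisons. Medians (black bars) were -0.97 and 0.77 in heavy polysomal fractions of the Acb, and -0.06 and 0.06 in whole Acb lysates.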

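The 1090 genes called by DESeq2 in heavy polysomal fractions stood in for the list of 998, whose members the text does not name. Their median change in the direction seen in polysomes was 0.627 on the log2 scale in heavy polysomal fractions and 0.0295 in whole lysates, where 638 of them kept that direction and 16 reached an unadjusted p under 0.05 with it. Over all genes, log2 fold changes in whole lysates followed those in heavy polysomal fractions with a Spearman rho of 0.0888 (genes are not independent replicates). Whole Acb lysates gave fewer unadjusted p-values under 0.05 than chance alone, 455 of 15393 genes, and genotypes did not overlap for 7.79% of genes with at least 50 reads on average, against 10% by chance.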

Importantly, no changes in the normalized read counts of these 998 genes were observed in whole Acb lysates from rpS6^P−/−^ compared to wild-type littermates indicating that the described alterations did not result from changes in transcription or mRNA stability. Indeed, *Ecscr* was the only mRNA differentially modulated between the two genotypes. In contrast to the Acb, only 20 genes (*Cwc22, Myl4, Mt2, Frrs1l, Ndufa3, Sncb, Usmg5, Atp5e, Bex2, Mt1, Ndufa1, Tomm7, Nap1l5, Pcp4, 2010107E04Rik, Pebp1, Tmsb10, Sat1, Selt, Timm8b*) were differentially expressed in heavy polysomal fractions of DS lysates between genotypes, suggesting that the impact of phospho-rpS6 deficiency might be brain region-specific. 

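*Ecscr* had 25, 37 and 40 reads in whole Acb lysates of wild-type mice and 0 in each of the 3 libraries of rpS6 P-/- mice. With 3 reads as the lowest quantity told apart from none, this was at least a 10.5-fold decrease from 3.06 ± 1.73 CPM. Its adjusted p was 0.817 in edgeR and 0.0307 in DESeq2 (Benjamini-Hochberg in both), within a range of 0.0242 to 1.00 over its alternatives, so that at this abundance the test decided whether the gene was called. Heavy polysomal fractions of the Acb from rpS6 P-/- mice did contain *Ecscr*, with 9, 50 and 30 reads against 95, 45 and 84 in wild-type mice (log2 fold change -1.19, adjusted p 0.184 in edgeR, Benjamini-Hochberg). Its reads in whole DS lysates were 19, 10 and 11 against 1, 23 and 23. The only gene called by edgeR in whole Acb lysates was *Tmem38b* (83.5 ± 40.8 against 335 ± 396 CPM, log2 fold change 2.01 with a standard error of 0.35, adjusted p 0.0135 by the quasi-likelihood test and Benjamini-Hochberg adjustment), which DESeq2 did not call. This call rested on 1 library, since the log2 fold change of *Tmem38b* was 0.35 without rpS6 P-/- replicate 3 and the libraries of the genotypes overlapped.

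**Figure D3:**
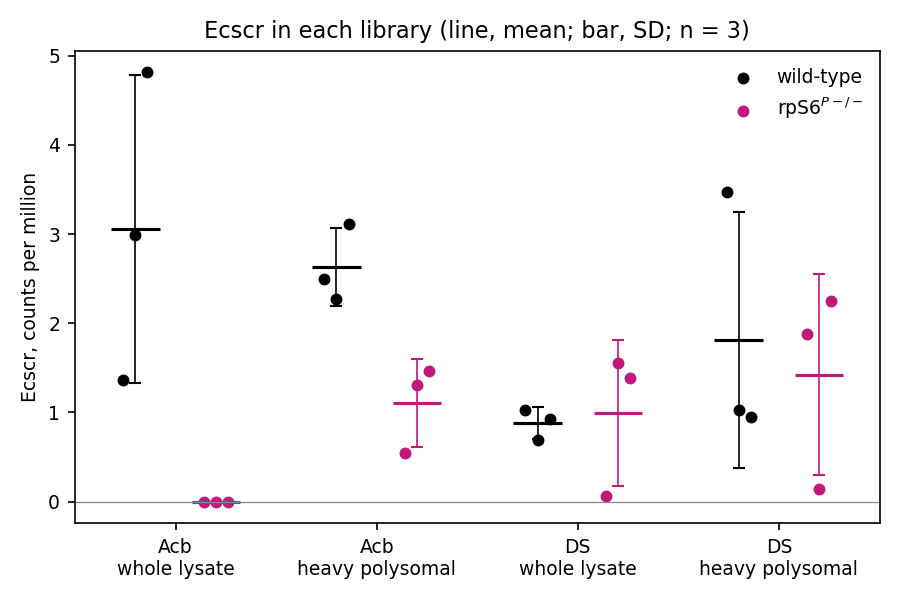
*Ecscr* in each library of both regions and kinds of RNA. In whole Acb lysates it reached 3.06 ± 1.73 CPM in wild-type mice and 0 in rpS6 P-/- mice.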

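In heavy polysomal fractions of the DS, 7 of 15896 genes had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 5 higher and 2 lower in rpS6 P-/- mice, beside 1021 genes with an unadjusted p under 0.05. DESeq2 called 17 genes there, and leaving out 1 library changed the edgeR count from 0, without rpS6 P-/- replicate 2, to 29, without wild-type replicate 3. Of the 20 genes named, 15 were higher and 5 lower, all without overlap between genotypes, and 5 had an adjusted p under 0.05 over all genes (range 2.19e-04 to 0.338, edgeR with Benjamini-Hochberg adjustment). All 20 passed when adjusted over the list alone, which is not independent evidence for a list the study chose on these samples. The 5 genes were *Cwc22* (20.1 ± 6.01 against 58.7 ± 2.79 CPM, log2 fold change 1.55), *Usmg5* (182 ± 62.4 against 368 ± 119 CPM, 1.02), *Mt2* (52.5 ± 11.4 against 104 ± 16.1 CPM, 0.98), *Ndufa3* (78.3 ± 20.7 against 153 ± 40.6 CPM, 0.97) and *Myl4* (60.5 ± 6.20 against 28.8 ± 5.25 CPM, -1.07). *Cwc22* was also higher in whole DS lysates (28.8 ± 14.7 against 82.4 ± 11.9 CPM), where a variant segregating in the mixed background of these littermates could not be excluded. Of the 20 genes, 19 were lower in rpS6 P-/- mice in heavy polysomal fractions of the Acb, with a median log2 fold change of -0.92, and 16 had an unadjusted p under 0.05 (0 after adjustment over all genes, edgeR with Benjamini-Hochberg adjustment). Genotype effects were then compared between regions by their interaction, which reached an adjusted p under 0.05 for 1 of 16880 genes, *Ndufa3* (difference of log2 fold changes -2.12, adjusted p 0.0225, edgeR with Benjamini-Hochberg adjustment), and an unadjusted p under 0.05 for 2334. Removing the trend on transcript length brought the *Ndufa3* difference to -0.82 with an adjusted p of 0.148 (edgeR, Benjamini-Hochberg), within a range of 9.39e-11 to 0.164 over its alternatives, and DESeq2 called 236 genes in the interaction.

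**Figure D4:**
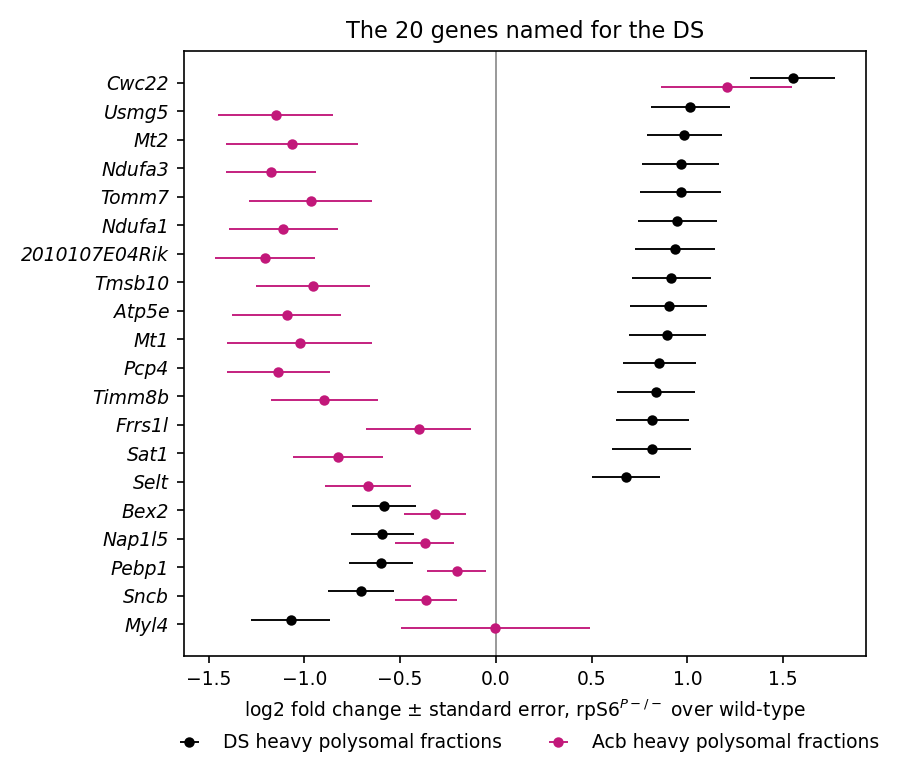
Log2 fold changes with standard errors of the 20 genes in heavy polysomal fractions of both regions. *Cwc22* rose by 1.55 in the DS and 1.21 in the Acb, whereas *Ndufa3* changed by 0.97 in the DS and -1.17 in the Acb.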

To gain insight into the classes of genes differentially expressed in heavy polysomal fractions from Acb between genotypes, we performed GO analysis. Among the three domains covered by the ontology (biological process, cellular component and molecular function), terms related to mitochondrial functions are some of the most heightened, including “mitochondrial transport”, “electron transport chain”, “ATP synthesis coupled proton transport” (Figure 5C), “mitochondrial inner membrane”, “mitochondrial ribosome”, “mitochondrial respiratory chain” (Figure 5D), “electron carrier activity” and “NADH dehydrogenase (ubiquinone) activity” terms (Figure 5E), among others. 

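Gene Ontology tables were not used here, and 17 gene families defined by symbol stood in for the terms named. Each family was compared with all other genes by camera, limma's competitive test, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the families. Camera called 13 families in heavy polysomal fractions of the Acb, 10 lower and 3 higher in rpS6 P-/- mice. Beside respiratory and mitochondrial families, the lower ones included cytosolic ribosomal proteins of the large subunit (median log2 fold change -0.47, 41 of 49 genes lower) and of the small subunit (-0.54, 29 of 32, adjusted p 3.00e-07 by camera with Benjamini-Hochberg adjustment), whose values are uncertain where near-identical copies share reads, which was not measured. RNA polymerase II (-0.61, 10 of 12 genes lower, adjusted p 4.40e-04) and prefoldin (-0.63, 5 of 5, adjusted p 0.00115) were lower as well by camera with Benjamini-Hochberg adjustment. None of the 13 calls held with fry or with a correlation estimated from the libraries, where the lowest adjusted p was 0.0958 and 0.308 respectively (limma, Benjamini-Hochberg).

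**Figure D5:**
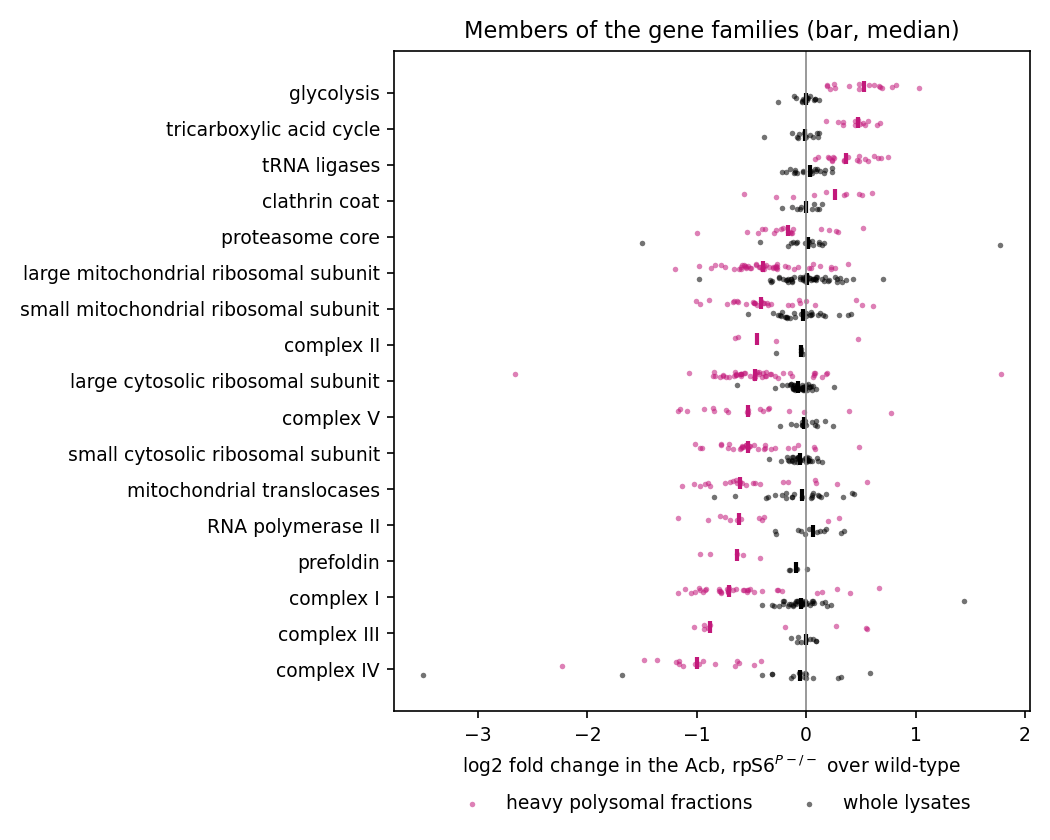
Log2 fold changes of the members of 17 gene families in heavy polysomal fractions and whole lysates of the Acb, with medians as bars. The median in heavy polysomal fractions was -0.88 for complex III and 0.53 for glycolysis.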

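Among families for which no term is named, genes of the tricarboxylic acid cycle were higher in rpS6 P-/- mice (median log2 fold change 0.47, 13 of 13 genes higher, adjusted p 8.84e-06 by camera with Benjamini-Hochberg adjustment), as were tRNA ligases (0.36, 20 of 20, 2.27e-06) and glycolysis (16 of 16, 2.84e-06) in the same test. The families lower in rpS6 P-/- mice encode short proteins from short transcripts, with a median transcript of 908 bases for complex I and 652 for complex IV. Removing the trend on transcript length from each library reduced the camera calls to 6 families, 3 lower and 3 higher, and the medians to -0.10 for complex I and -0.36 for complex IV, while glycolysis stayed at 0.54.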

Interestingly, all these terms are significantly de-enriched in rpS6^P−/−^ mice.

**Figure 5:**
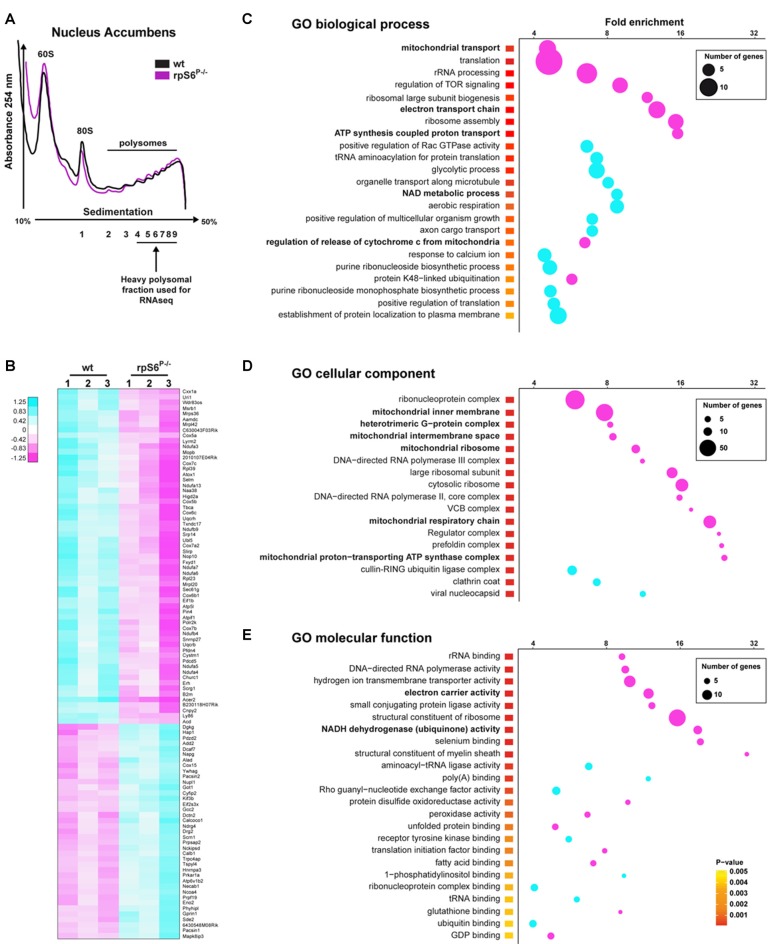
Altered translation status of a subset of mRNAs in the Acb of rpS6^P−/−^ mice. **(A)** Representative polysome profile of Acb lysates from wt (black line) and rpS6^P−/−^ (magenta line) mice (top) and schematic representation of the polysomal fractions analyzed by RNAseq (bottom). **(B)** Heatmap of the top 100 genes most significantly dysregulated by RNAseq between Acb polysomal fractions of rpS6^P−/−^ mice and wt littermates (3 replicates/genotype, 6 mice/replicate). Scaled expression values are color-coded according to the legend. **(C–E)** Enriched terms of Gene Ontology (GO) analyses including biological process **(C)**, cellular component **(D)**, and molecular function **(E)** of mRNAs whose expression is significantly changed between wt and rpS6^P−/−^ mice in polysomal fractions from Acb extracts. The fold-enrichment (cutoff > 4) is displayed for each GO terms using Fisher’s exact test (see “Materials and Methods” section). The size of the dots is proportional to the number of genes associated with a given GO term.

We next complemented our analysis with an additional method tool (Xtail pipeline, Xiao et al., 2016) allowing us to assess differential translation efficiency of each given mRNA on top of the transcriptional changes between genotypes. More precisely, a ratio of normalized gene counts from the RNAseq analysis on the “heavy polysomal fractions” and “whole lysates” was calculated for each gene. 

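Xtail was not installed here, and translational efficiency was compared as the interaction of genotype and kind of RNA over the 12 libraries of a region, with edgeR on raw counts. Normalization factors were computed over the heavy polysomal and whole lysate libraries together, and lysates entered without pairing, as libraries do in Xtail.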

In line with our previous analysis, we identified 1484 genes with a statistically significant alteration in translational efficiency in the Acb (865 genes showing a decreased translational efficiency in rpS6^P−/−^ mice and 619 showing an increased translational efficiency; Figures 6A,B). In contrast, only 74 genes showed an altered heavy polysomes/whole lysate ratio between genotypes in the DS (39 genes showing a decreased translational efficiency in rpS6^P−/−^ mice and 35 showing an increased translational efficiency; Supplementary Figures S7A–C). 

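In the Acb, the interaction gave 0 genes with an adjusted p under 0.05 among 16687 (edgeR, Benjamini-Hochberg) and 1992 (11.9%) with an unadjusted p under 0.05, 1028 lower and 964 higher in rpS6 P-/- mice. The lowest adjusted p was 0.216, for *Atp5e* (edgeR, Benjamini-Hochberg), and DESeq2 also called 0 genes. Pairing the libraries taken to come from each lysate in edgeR called 106 genes, 84 lower and 22 higher. Other ways of grouping the same lysates gave up to 90. With the trend on transcript length removed as well, pairing gave 121 genes, 65 lower and 56 higher. Without rpS6 P-/- lysate 1, 41 genes were called in the unpaired comparison.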

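In the DS, 0 of 16544 genes had a changed translational efficiency at an adjusted p under 0.05, the lowest being 0.514 for *Cox8a* (edgeR, Benjamini-Hochberg), and 811 (4.90%) had an unadjusted p under 0.05. Pairing the lysates called 6 genes, and leaving out wild-type lysate 3 called 17.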

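No gene was called by edgeR both in heavy polysomal fractions and in translational efficiency of the Acb, since each of these comparisons called 0. Genes called by DESeq2 in heavy polysomal fractions were therefore set beside translational efficiency, where 1089 of 1090 had the same sign and 764 had an unadjusted p under 0.05. Of these 1090 genes, 74 were called in the same direction by edgeR with paired lysates, in a combination chosen after seeing the data, against at most 30 genes shared in the other splits of the same libraries. The log2 fold changes of both comparisons correlated with a Spearman rho of 0.788 across genes, which are not independent replicates. Both comparisons use the same heavy polysomal libraries, and simulated data without any genotype effect gave rho from 0.654 to 0.685, so that most of this correlation follows from the shared libraries.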

We found a substantial overlap in the genes identified by our two analyses (Supplementary Figures S8A,B). 

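Translational efficiency of glycolysis genes was higher in rpS6 P-/- mice for 17 of 17 genes (median log2 fold change 0.61), that of tricarboxylic acid cycle genes for 13 of 13 (0.51) and that of tRNA ligases for 19 of 20 (0.39). Cytosolic ribosomal protein genes were lower for 41 of 49 genes of the large subunit (-0.46) and 29 of 32 of the small subunit (-0.49). Each of these families moved in the direction it had in heavy polysomal fractions, which entered both comparisons.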

In line with this observation, genes displaying differences in their translation efficiency belonged to similar GO terms when compared to those identified in our previous analysis (Figures 6C–E).

**Figure 6:**
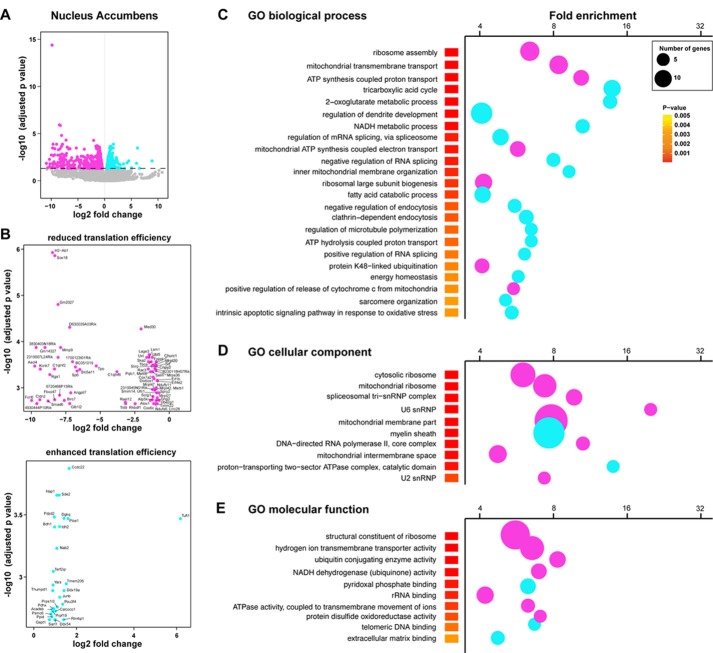
Altered translational efficiency of a subset of mRNAs in the Acb of rpS6^P−/−^ mice. **(A)** Volcano plot obtained from Xtail analysis of translational efficiency in the Acb. Log2 of the translational fold change is shown on the horizontal axis, and −log10 of the *P* value is shown on the vertical axis. Genes with significant increase or decrease in translational efficiency are represented in cyan or magenta, respectively. **(B)** Volcano plot obtained from Xtail analysis of genes with decreased (top) or increased (bottom) translational efficiency in the Acb of rpS6^P−/−^ mice **(C–E)** Enriched terms of GO analyses including biological process **(C)**, cellular component **(D)**, and molecular function **(E)** of mRNAs whose translational efficiency is significantly changed in the Acb between wt and rpS6^P−/−^. The fold-enrichment (cutoff > 4) is displayed for each GO terms using Fisher’s exact test (see “Materials and Methods” section). The size of the dots is proportional to the number of genes associated with a given GO term.

To further analyze the mitochondria-related genes dysregulation, we performed a hierarchical classification using the MitoCarta 2.0 inventory (Calvo et al., 2016). Indeed, among the 1071 mitochondria-related genes identified by RNAseq, 160 genes were differentially regulated in the heavy polysomal fraction between genotypes, of which 75% were downregulated and 25% upregulated in rpS6^P−/−^ mice (Figure 7A). 

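The MitoCarta inventory was not used here, so the totals of mitochondria-related genes were not computed. The 8 mitochondrial families defined by symbol held 185 genes tested in heavy polysomal fractions of the Acb, with a median log2 fold change of -0.54. Of these, 157 were lower and 28 higher in rpS6 P-/- mice, 112 and 12 with an unadjusted p under 0.05 and 0 after adjustment (edgeR, Benjamini-Hochberg). DESeq2 called 72 of them lower and 6 higher. Values of short genes among them are uncertain where pseudogenes share their reads, which was not measured gene by gene.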

A similar classification performed following Xtail analysis revealed 185 genes with altered translational efficiency, of which 62 and 123 have an enhanced and reduced translational efficiency, respectively (Figure 7B). 

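For translational efficiency, the same families held 186 genes tested, with a median log2 fold change of -0.50, and 152 were lower and 34 higher in rpS6 P-/- mice. Of these, 77 were lower and 6 higher with an unadjusted p under 0.05, 0 after adjustment (edgeR, Benjamini-Hochberg), and 29 lower and 1 higher after adjustment when lysates were paired. By complex, the median was -0.61 for complex I (32 of 37 genes lower), -0.30 for complex II (3 of 4), -0.77 for complex III (6 of 9), -0.86 for complex IV (15 of 17) and -0.64 for complex V (16 of 19).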

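*Cox7a2* fell from 399 ± 109 to 175 ± 63.1 CPM (43.9% of wild-type, log2 fold change -1.19), *Cox7c* from 76.7 ± 27.8 to 34.4 ± 12.8 CPM (44.9%, -1.16), *Slirp* from 77.2 ± 19.0 to 35.1 ± 11.9 CPM (45.5%, -1.14) and *Uqcrh* from 489 ± 130 to 241 ± 85.0 CPM (49.2%, -1.02), each with an adjusted p of 0.0983 (edgeR, Benjamini-Hochberg). *Timm8a1* fell from 21.8 ± 7.53 to 10.7 ± 2.35 CPM (-1.03, adjusted p 0.0987, edgeR with Benjamini-Hochberg adjustment) and *Uqcrb* from 407 ± 99.9 to 213 ± 72.1 CPM (-0.93, adjusted p 0.0989, same method of edgeR). *Mrpl33* fell from 34.2 ± 14.7 to 15.0 ± 6.84 CPM (-1.20) and *Dbi* from 453 ± 125 to 244 ± 89.1 CPM (-0.89), both with an adjusted p of 0.106 (edgeR, Benjamini-Hochberg). Genotypes did not overlap for 7 of the 8 genes, *Dbi* being the exception, where 10% would be reached by chance. Adjusted over the list alone all 8 had a p under 0.05, which is not independent evidence because the study chose the genes on these samples. DESeq2 called 7 of them and gave no adjusted p for *Timm8a1*. With the trend on transcript length removed the 8 genes stayed lower, from -1.18 for *Slirp* to -0.08 for *Dbi*. The decrease of most of them shrank, where length cannot be told apart from a change in the genes themselves. That of *Slirp* did not shrink.

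**Figure D6:**
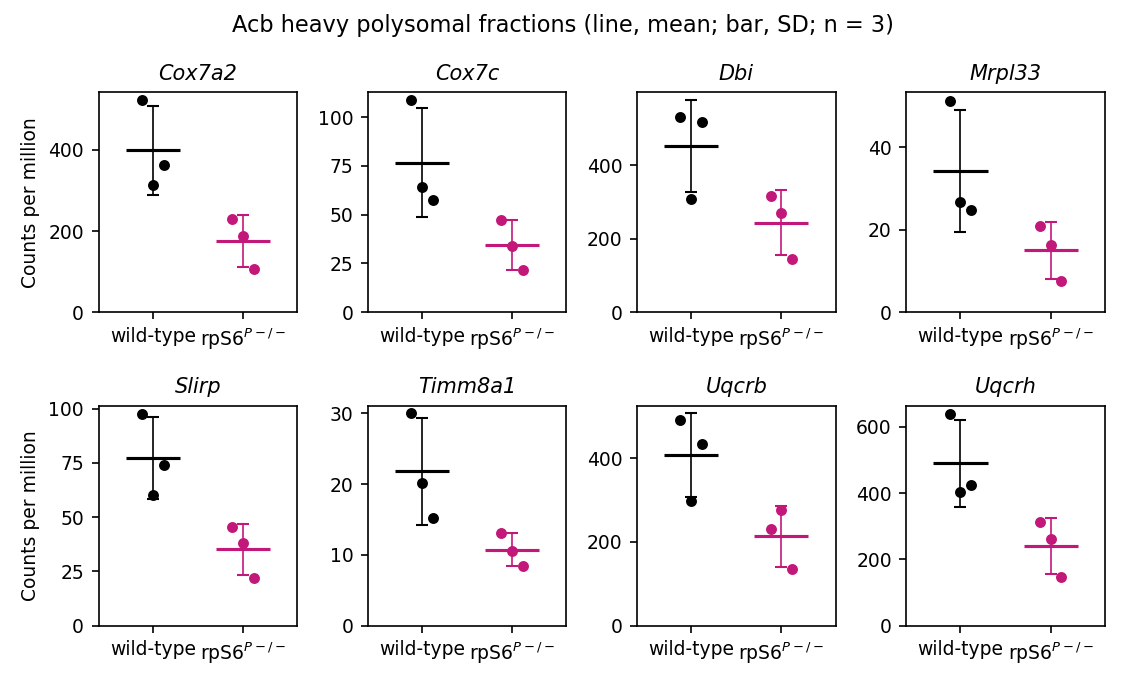
Abundance of 8 mitochondria-related genes in heavy polysomal fractions of the Acb in each library, with means and SD. rpS6 P-/- mice had 43.9% of the wild-type abundance of *Cox7a2* and 53.9% of that of *Dbi*.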

Representative mitochondria-related genes found to be downregulated in Acb heavy polysomal fractions of rpS6^P−/−^ mice by RNAseq (Figure 7C) were validated by qRT-PCR analysis (Figure 7D). No changes at the transcriptional level of these genes were found in total mRNA lysates (Figure 7D) in agreement with RNAseq analysis.

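In whole Acb lysates, the median log2 fold change of these 8 genes was -0.05, 6 were lower and 2 higher, and 0 had an adjusted p under 0.05 over all genes (edgeR, Benjamini-Hochberg) beside 2 with an unadjusted p under 0.05. *Cox7a2* (249 ± 27.6 against 246 ± 17.7 CPM, log2 fold change -0.02), *Slirp* (47.0 ± 9.20 against 50.8 ± 4.08 CPM, 0.11), *Uqcrh* (355 ± 58.9 against 336 ± 23.0 CPM, -0.08), *Uqcrb* (173 ± 18.3 against 177 ± 3.71 CPM, 0.04), *Mrpl33* (33.9 ± 5.71 against 30.8 ± 11.0 CPM, -0.14) and *Dbi* (190 ± 19.6 against 188 ± 21.9 CPM, -0.01) changed little. *Timm8a1* was lower (21.4 ± 2.93 against 12.0 ± 2.22 CPM, -0.84, unadjusted p 0.00469 in edgeR) and passed when adjusted over the list alone, and *Cox7c* was lower by a smaller amount (77.6 ± 4.36 against 62.5 ± 4.14 CPM, -0.31, unadjusted p 0.0499 in edgeR).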

**Figure 7:**
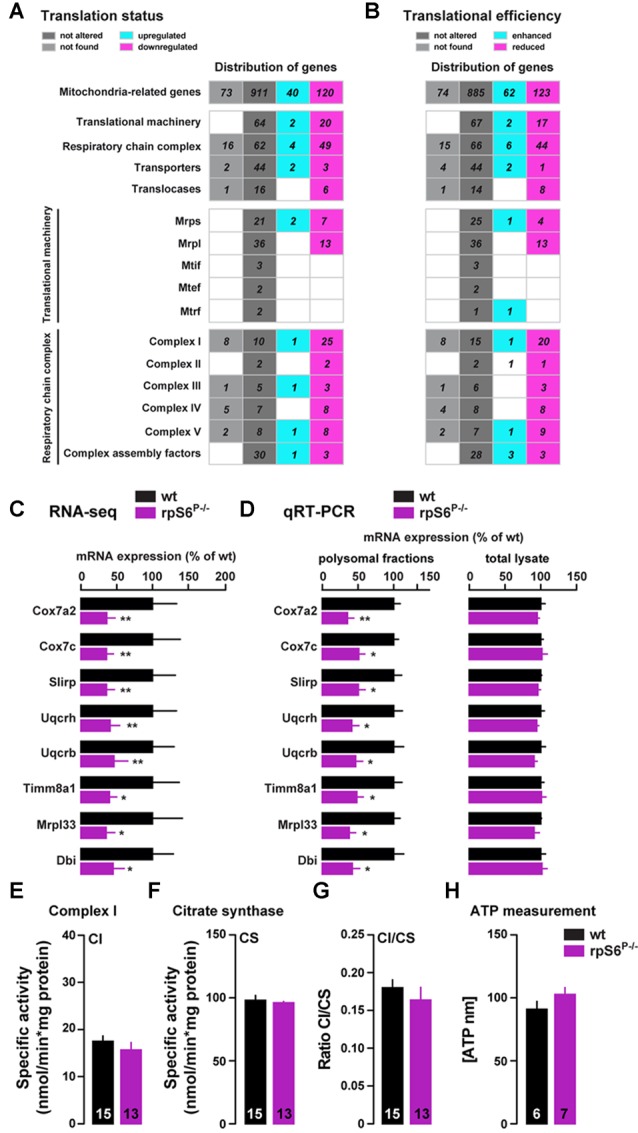
Altered translation of mitochondria-related mRNAs in rpS6^P−/−^ mice. **(A,B)** Hierarchical classification of mitochondria-related genes with altered translational status **(A)** or translational efficiency **(B)** according to MitoCarta2.0 database. The total number of genes is displayed as upregulated (green gray) or downregulated (magenta) in rpS6^P−/−^ mice, equally expressed between genotypes (dark gray), or not expressed in the Acb (light gray). **(C)** Relative mRNA abundance obtained from RNAseq of Acb heavy polysomal fractions between wt (black bars) and rpS6^P−/−^ mice (magenta bars). **(D)** Relative mRNA expression obtained by qRT-PCR analysis of heavy polysomal fractions (left) or total lysates (right) of the Acb from wt and rpS6^P−/−^ mice. The translation efficiency (polysomal association) or abundance of each mRNA was normalized to that of β-actin mRNA. Results are represented as mean ± SEM. *p < 0.05; **p < 0.01 by DESeq2 (for RNAseq) and by Student’s *t* test (for qRT-PCR; *n* and *p* values in Supplementary Table S1:7c,d). **(E)** Enzymatic activity of complex I (CI) in the Acb of wt and rpS6^P−/−^ mice. **(F)** Enzymatic activity of citrate synthase (CS) in the Acb of wt and rpS6^P−/−^ mice. **(G)** Ratio CI/CS in the Acb of wt and rpS6^P−/−^ mice. **(H)** ATP levels in the Acb of wt and rpS6^P−/−^ mice. The number of animals in each condition is indicated in the bars. Results are represented as mean ± SEM (*n* and *p* values in Supplementary Table S1:7e–h).

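Among 29 *Mrps* genes tested in heavy polysomal fractions of the Acb, 24 were lower in rpS6 P-/- mice with a median log2 fold change of -0.41 (adjusted p 7.60e-05 by camera with Benjamini-Hochberg adjustment over the families), and among 48 *Mrpl* genes 40 were lower with a median of -0.39 (adjusted p 6.06e-07, same test). Of these, 14 *Mrps* and 23 *Mrpl* genes were lower with an unadjusted p under 0.05, against 3 and 1 higher, and 0 passed after adjustment over all genes (edgeR, Benjamini-Hochberg). DESeq2 called 7 *Mrps* genes lower and 1 higher, and 13 *Mrpl* genes lower and 0 higher. Neither family was called with fry or with a correlation estimated from the libraries.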

Interestingly, we found that the majority of downregulated genes in knockin mice are part of the mitochondrial translational machinery (7 and 13 genes out of the 30 and 49 genes of the small and large mitochondrial ribosomal subunits, respectively; Figure 7A). On the other hand, this classification also revealed intriguing differences in genes belonging to the respiratory chain complex, since 49 genes (out of the 115 genes analyzed) were downregulated in rpS6^P−/−^ mice whereas only four were upregulated (Figure 7A). 

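The respiratory chain was represented here by 85 genes of the 5 complexes, of which 74 were lower and 11 higher in rpS6 P-/- mice, with a median log2 fold change of -0.71. With an unadjusted p under 0.05 there were 61 genes lower and 7 higher, 0 after adjustment (edgeR, Benjamini-Hochberg), and DESeq2 called 47 lower and 4 higher. Complex IV had 16 of 16 genes lower (camera adjusted p 4.34e-08, Benjamini-Hochberg), a call that did not hold with fry or an estimated correlation. Complex III had 6 of 9 lower with a median of -0.88 (0.138) and complex II 3 of 4 lower with a median of -0.45 (0.191), both above the cutoff in the same camera test.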

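Of 37 genes of complex I tested, 32 were lower in rpS6 P-/- mice. Their log2 fold changes ran from -1.17 to 0.66 with a median of -0.71 (adjusted p 9.25e-09 by camera with Benjamini-Hochberg adjustment). Complex I was not called with fry or with an estimated correlation. There were 29 genes lower and 2 higher with an unadjusted p under 0.05, and DESeq2 called 25 lower and 1 higher. Leaving out 1 library changed the median of complex I between -0.83 and -0.48.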

Although this bias was present in the five respiratory chain complexes, the effect was particularly evident for complex I (CI), in which 25 out of the 36 genes sequenced were downregulated in the knockin while only one was upregulated (Figure 7A).

Therefore, we next sought to analyze CI activity on total homogenates from the Acb of rpS6^P−/−^ mice and wild-type littermates. Despite the large number of downregulated genes encoding for CI proteins found in rpS6 phosphorylation-deficient mice, no alterations were observed in CI activity (Figure 7E), even after correction with the activity of CS (Figure 7F), a validated biomarker for mitochondrial density, as shown by the CI/CS ratio (Figure 7G). On the other hand, we also measured ATP levels since half of the complex V-related genes analyzed were downregulated in rpS6^P−/−^ mice. However, no differences in Acb ATP content were found between genotypes (Figure 7H). Together, our data indicate an altered translation, but not transcription, of a subset of mitochondria-related transcripts selectively in the Acb of rpS6^P−/−^ mice.

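Complex V had 17 of 19 genes lower in heavy polysomal fractions of the Acb, with a median log2 fold change of -0.53 (adjusted p 4.10e-05 by camera with Benjamini-Hochberg adjustment). Of these genes, 13 were lower and 2 higher with an unadjusted p under 0.05, 0 after adjustment (edgeR, Benjamini-Hochberg), and DESeq2 called 8 lower and 1 higher. The share of random lists matched for transcript length that were as low as complex V was 0.207 after doubling and Benjamini-Hochberg adjustment over the families. The camera call of complex V did not hold with fry or with an estimated correlation.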

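The authors reason that transcripts changed in heavy polysomes of the Acb, but neither in whole lysates nor in the DS, point to translation in this region. In whole Acb lysates, the 186 genes of the mitochondrial families had a median log2 fold change of -0.03, 112 were lower and 74 higher in rpS6 P-/- mice, and camera called 0 of the 17 families (lowest adjusted p 0.827, Benjamini-Hochberg). At an unadjusted p under 0.05, 7 of these genes were lower and 3 higher in whole Acb lysates. The same 186 genes had a median of -0.01 in heavy polysomal fractions of the DS, with 99 lower and 87 higher, 9 and 21 of them at an unadjusted p under 0.05, and the only family called with all libraries was the clathrin coat (-0.19, 10 of 10 genes lower, adjusted p 0.00809 by camera with Benjamini-Hochberg adjustment), while with 1 library left out camera called 0 to 6 families there, complex I, *Mrpl* and *Mrps* genes among those called lower without wild-type replicate 2. The difference of genotype effects between regions had a median of -0.41 over these genes, 140 lower and 46 higher in the Acb, 62 and 6 at an unadjusted p under 0.05 and 1 after adjustment over all genes (edgeR, Benjamini-Hochberg). By family, this difference had a median of -0.56 for complex I and -0.88 for complex IV, against -0.26 for *Mrpl* and -0.07 for *Mrps* genes. Of 100 ways of dividing each region's libraries, the genotypes included, 6 gave as many interaction p-values under 0.05 as the genotypes. Divisions that keep the genotypes of the Acb apart were not left out, and would carry its effect. This share therefore cannot decide whether single genes differ between regions beyond chance.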

## Discussion

We describe that rpS6 phosphorylation-deficiency has an impact on Acb function in mice, affecting the translation of a subset of mRNAs, altering synaptic plasticity, and eventually causing behavioral changes. The generation of rpS6^P−/−^ knockin mice constituted a critical step forward to address the functional role of rpS6 phosphorylation in peripheral tissues (Ruvinsky et al., 2005). Studies using these mice showed an impaired cell size of mouse embryo fibroblasts, pancreatic β cells (Ruvinsky et al., 2005; Granot et al., 2009), and muscle myotubes (Ruvinsky et al., 2009), which were associated with hypoinsulinemia/glucose intolerance (Ruvinsky et al., 2005) and muscle weakness (Ruvinsky et al., 2009) respectively. However, our study shows neither brain alterations in size and weight nor neuronal morphological abnormalities, suggesting that rpS6 phosphorylation is not related to the size or morphology of neurons.

In the brain, the phosphorylation state of rpS6 has long been correlated with global and/or TOP mRNA translation after changes in synaptic plasticity (Kelleher et al., 2004; Klann and Dever, 2004; Antion et al., 2008a,b), a pharmacological stimulus (Bowling et al., 2014), or in genetic mouse models (Ricciardi et al., 2011; Bhattacharya et al., 2012). However, none of these studies established causality between rpS6 phosphorylation and protein synthesis. Our data suggests that these two phenomena are uncoupled in the brain in agreement with recent studies showing no changes in overall striatal mRNA translation despite a robust increased rpS6 phosphorylation induced by d-amphetamine, haloperidol, or papaverine administration (Biever et al., 2015a) or in the hippocampus following LTP induction (Pirbhoy et al., 2016). Here we show that steady-state ribosomes engaged in translation and *de novo* protein synthesis were unchanged in rpS6 phosphorylation-deficient mice. Although GO analyses of differential mRNAs loaded onto heavy polysomal fractions between genotypes revealed a diminution in the translation of some mRNAs (see Figures 5, 6) in rpS6^P−/−^ mice, this effect does not seem to alter global protein synthesis. The similar steady-state mRNA translation between genotypes in various brain areas (DS, Acb, hippocampus and frontal cortex) indicates that, as previously reported in non-neuronal cell types (Ruvinsky et al., 2005; Chauvin et al., 2014), rpS6 phosphorylation is dispensable for overall protein synthesis. Despite the lack of involvement of phospho-rpS6 on global mRNA translation, polysomal fractions of refed livers from rpS6^P−/−^ mice displayed a reduction in ribosome biogenesis (RiBi) transcriptional program, which includes genes involved in rRNA synthesis, cleavage, assembly with ribosomal proteins, and transport (Chauvin et al., 2014), suggesting that phospho-rpS6 controls the synthesis of RiBi factors. Our study supports this previous observation since alterations of some mRNAs involved in RiBi were observed in heavy polysomal fractions of mutant mice.

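Mitochondrial translocases were lower for 19 of 23 genes in heavy polysomal fractions of the Acb (median log2 fold change -0.61, adjusted p 8.05e-05 by camera with Benjamini-Hochberg adjustment), and DESeq2 called 5 of them lower and 1 higher. This camera call did not hold with fry or with an estimated correlation. The mitochondrial ribosome as a whole had a median of -0.40 over 77 genes, 64 of them lower. Cytosolic ribosomal protein genes, which are not mitochondrial, had a median of -0.51 over 81 genes with 70 lower. Random lists matched for coding sequence length were compared with each ribosomal family, mitochondrial or cytosolic. The share of lists as low was at least 0.17 after doubling and Benjamini-Hochberg adjustment over the families.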

Our RNAseq analysis of Acb heavy polysomal fractions uncovered a downregulation of mitochondria-related genes in rpS6^P−/−^ mice suggesting a possible role of basal rpS6 phosphorylation in the regulation of mitochondria homeostasis. Interestingly, a decrease of three mitochondrial proteins was previously found by high-throughput proteomic analysis in the soleus of mutant mice compared to wild-type (Ruvinsky et al., 2009). The low overlap between mitochondria-related genes of the brain and muscle could be explained by the fact that only 1/3 of all mitochondrial proteins were found to be present across 14 mouse tissues analyzed (Pagliarini et al., 2008). Albeit GO analyses revealed a substantial diminution of mitochondria-related genes, our results showed indistinguishable CI and CS activities in Acb homogenates in agreement with the similar effects reported in muscles from both genotypes (Ruvinsky et al., 2009). Although in the latter study a slight alteration in ATP content was reported in the hind limb of rpS6^P−/−^ mice, we found similar ATP levels in Acb extracts from both genotypes. Conceivably, the intact mitochondria physiology observed in the Acb of rpS6^P−/−^ mice despite decreased translational efficiency of mitochondrial mRNAs could be due to compensatory mechanisms since the mutant line is not temporally inducible. On the other hand, given that the altered mRNA translation was observed only in the Acb, a putative alteration in CI activity could be masked by the presence of mitochondria in axons targeting the Acb. Moreover, while basal level mitochondrial function was unchanged, this does not rule out the possibility that under circumstances with high energy demand CI activity might be decreased in rpS6^P−/−^ mice.

Mitochondria play a pivotal role in synaptic plasticity, largely via ATP production and Ca^2+^ regulation (Mattson et al., 2008; Jeanneteau and Arango-Lievano, 2016). For example, affecting mitochondrial function using cyclosporin A (Levy et al., 2003) or rotenone (Kimura et al., 2012) results in impaired HFS-induced LTP. In this line, our study revealed an altered translational efficiency of 185 mitochondria-related genes in the Acb and a correlated HFS-induced LTP impairment in the same brain subregion. By contrast, none of these effects were observed in the DS, indicating that the impact of rpS6 phospho-deficiency is region-specific. This difference could be accounted by increased rpS6 RNA levels in the Acb compared to the DS found after sequencing the total RNA from cytosolic fractions (fold change: 1.41, *p* < 0.001). Therefore, the lack of phosphorylation might have a stronger impact in the Acb than in the DS given the higher rpS6 levels. 

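Beyond the respiratory complexes, translational efficiency in the Acb was lower for 38 of 48 *Mrpl* genes (median log2 fold change -0.44), 23 of 29 *Mrps* genes (-0.41) and 19 of 23 translocases (-0.42). At an unadjusted p under 0.05 these were 13, 6 and 9 genes, and after adjustment 0 (edgeR, Benjamini-Hochberg).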

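Translational efficiency of the mitochondrial families in the DS had a median log2 fold change of 0.05 over 186 genes, 79 lower and 107 higher in rpS6 P-/- mice, 2 and 24 of them at an unadjusted p under 0.05. Its median was 0.07 for complex I, 0.32 for complex IV, 0.02 for *Mrpl* and -0.02 for *Mrps* genes. The difference of this effect between regions was tested over all 24 libraries, and 0 of 17365 genes had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg) beside 1623 with an unadjusted p under 0.05, 979 lower and 644 higher in the Acb. The lowest adjusted p was 0.0792, for *Atp5e* (edgeR, Benjamini-Hochberg). Pairing the libraries that share a genotype and replicate number called 118 genes, although these numbers do not identify the same mice across regions.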

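*Rps6* reached 407 ± 32.9 CPM in whole lysates of the Acb and 290 ± 24.9 CPM in those of the DS (n = 6 libraries each, both genotypes), a 1.40-fold difference (log2 fold change 0.49, adjusted p 8.71e-07, edgeR with Benjamini-Hochberg adjustment). Its lowest value in the Acb, 370 CPM, lay above the highest in the DS, 318 CPM (exact permutation p 0.00216, the smallest possible). *Rps6* was not singled out by this difference, since 75 of 76 ribosomal protein genes were higher in the Acb, with a median log2 fold change of 0.44, and 22 of them differed more than *Rps6*. Between heavy polysomal fractions of the regions the log2 fold change was 0.05 with a standard error of 0.10. Reads of *Rps6* are uncertain to the extent that pseudogenes share them, and the protein was not measured by these data.

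**Figure D7:**
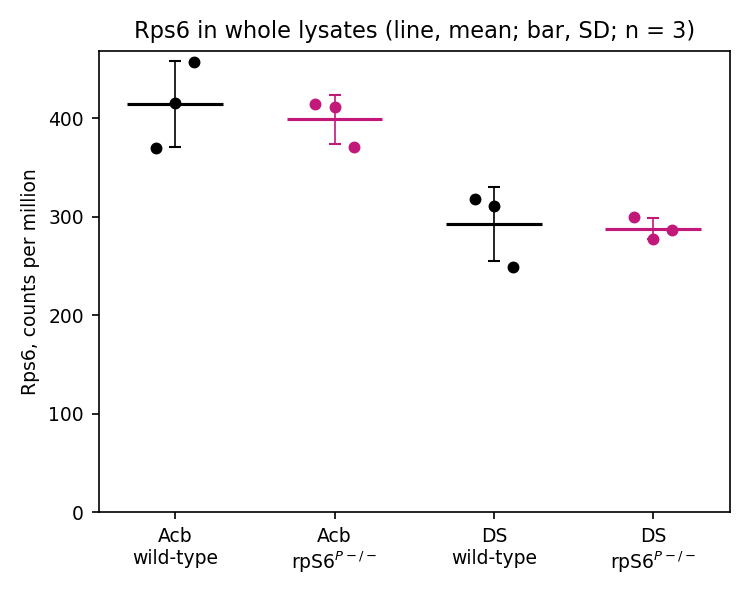
*Rps6* in whole lysates of both regions and genotypes. The 6 libraries of the Acb averaged 407 CPM and the 6 libraries of the DS 290 CPM.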

Future studies are required to assess a causality link between altered translation of mitochondria-related mRNAs and Acb LTP alterations. 

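*Hap1* rose in heavy polysomal fractions of the Acb from 219 ± 48.3 to 432 ± 101 CPM (log2 fold change 0.98), *Pdzd2* from 70.1 ± 6.71 to 125 ± 27.6 CPM (0.83) and *Pacsin1* from 143 ± 11.0 to 237 ± 51.6 CPM (0.73), each with an adjusted p of 0.0983 (edgeR, Benjamini-Hochberg). *Mpp5*, *Pip5k1a*, *Sptbn4*, *Golga4*, *Acsl3*, *Pdpk1* and *Clip3* were higher as well, and *Rab31* (103 ± 17.8 against 60.7 ± 19.1 CPM, -0.76), *Tmed2* (-0.70) and *Bcl2l1* (-0.52) were lower. All 13 genes had an unadjusted p under 0.05 and no overlap between genotypes, against 10% by chance, and 0 passed over all genes (adjusted p 0.0983 to 0.138, edgeR with Benjamini-Hochberg adjustment). They all passed when adjusted over the list alone, which is not independent evidence for genes chosen on these samples. DESeq2 called all 13, with an adjustment over only the genes to which it gave an adjusted p. Their median log2 fold change in whole Acb lysates was -0.02, with 0 of 13 at an unadjusted p under 0.05.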

Another possibility includes that the impaired HFS-induced LTP could be underlined by alterations in some genes encoding for proteins involved in receptor localization, trafficking, scaffolding, turnover, etc., as the *Rab31*, *Tmed2*, *Bcl2l1*, *Hap1*, *Mpp5*, *Pdzd2*, *Pacsin1*, *Pip5k1a*, *Sptbn4*, *Golga4*, *Acsl3*, *Pdpk1* and *Clip3* genes found by RNAseq analysis.

Pharmacological inhibition of mitochondria has been reported to cause alterations in motor behavior (Borlongan et al., 1995; Akopian et al., 2012). In our study, we found a specific alteration on novelty-induced locomotion, a behavior that requires the functional integrity of the VTA-Acb-pallidal circuit, but does not involve other basal ganglia areas such as the DS (Hooks and Kalivas, 1995). Therefore, it is tempting to speculate that the altered Acb synaptic plasticity observed in rpS6^P−/−^ mice suggests a dysfunction of the Acb, which could result in an enhanced locomotor activity only when mice are exposed to a novel environment.

Altogether, these data show that rpS6 phospho-deficiency affects the translation efficiency of a subset of mRNAs despite its dispensable role in global protein synthesis. It remains to be addressed, however, if this effect implies rpS6 to be a structural component of the ribosome or if extraribosomal functions, such as interaction with other proteins, could take place as previously reported (for review, see Biever et al., 2015b). Our study also reports an impaired Acb synaptic plasticity as well as alterations in a specific Acb-dependent behavior. Although other studies are required to assess the role of phospho-rpS6 in other brain areas, we demonstrated that this post-translational modification plays key physiological roles in the central nervous system.

## Author Contributions

EP, AB and EV conceived and led the project. EP and AB performed biochemical, histological and behavioral experiments. LC performed biochemical experiments. VP and CL conceived and performed electrophysiological recordings. SM and GM performed mitochondrial assays. JB-V performed qRT-PCR. DS led RNAseq and SR and MP performed bioinformatic analyses. OM provided rpS6 knockin mice. EP, AB and EV wrote the manuscript with input from all authors.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Ribosomal Protein S6 Phosphorylation Is Involved in Novelty-Induced Locomotion, Synaptic Plasticity and mRNA Translation
**Source:** Front Mol Neurosci. 2017 Dec 21;10:419. doi: 10.3389/fnmol.2017.00419
**Supplement:** Supplementary file 1

## **Supplemental Materials**

### **Ribosomal protein S6 phosphorylation is involved in novelty-induced locomotion, synaptic plasticity and mRNA translation**

Emma Puighermanal<sup>1\*</sup>, Anne Biever<sup>1\*</sup>, Vincent Pascoli<sup>2</sup>, Su Melser<sup>3</sup>, Marine Pratlong<sup>4</sup>, Laura Cutando<sup>1</sup>, Stephanie Rialle<sup>4</sup>, Dany Severac<sup>4</sup>, Jihane Boubaker-Vitre<sup>1</sup>, Oded Meyuhas<sup>5</sup>, Giovanni Marsicano<sup>3</sup>, Christian Lüscher<sup>2,6</sup>, Emmanuel Valjent<sup>1</sup>.

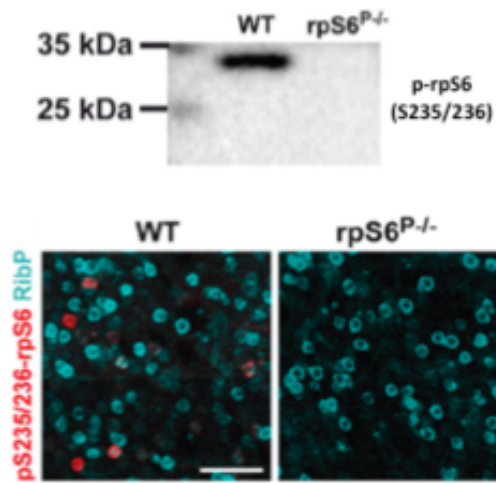

**Supplementary Figure S1: Characterization of rpS6<sup>P-/-</sup> mice.** Representative western blots of pS235/236-rpS6 in total striatal lysates from wt and rpS6<sup>P-/-</sup> mice (upper panel) and double immunostaining for pS235/236-rpS6 (red) and RibP (cyan) in the striatum of wt and rpS6<sup>P-/-</sup> mice (lower panel). Scale bar: 40  $\mu$ m.

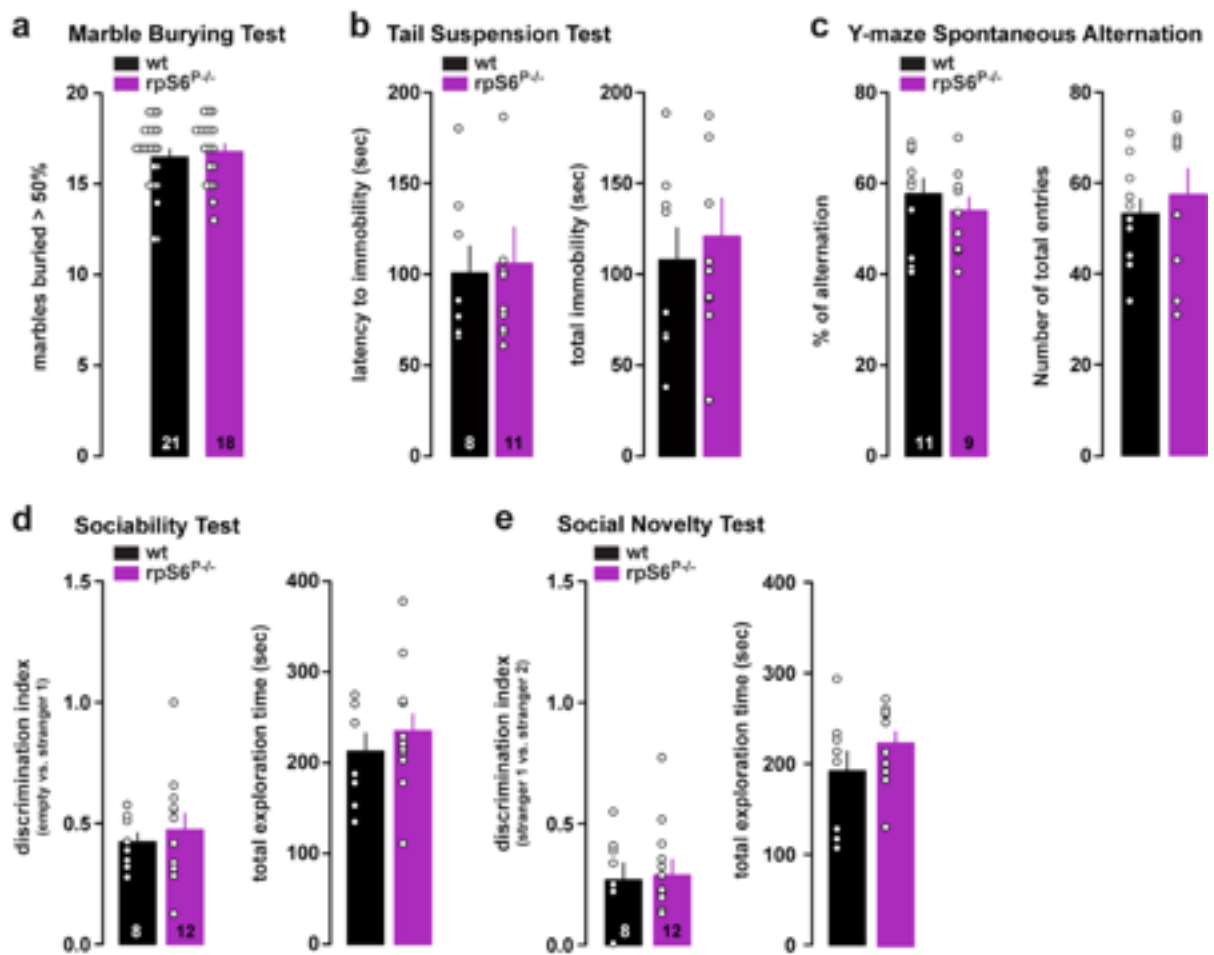

**Supplementary Figure S2: Behavioral analysis of  $rpS6^{P-/-}$  mice.** (a) Marble burying test. Number of marbles buried more than 50%. (b) Tail suspension test. Latency to immobility (sec) (left) and total time spent immobile (sec) (right). (c) Y-maze spontaneous alternation test. Percentage of arm alternation (left) and number of total arm entries (right). (d and e) Three-chamber social interaction test. (d) Discrimination index values for the sociability test; S1, wire-cage with stranger 1 (social stimulus); empty wire-cage compartment (nonsocial stimulus) (left) and the total time spent sniffing both wire-cages (right). (e) Discrimination index values for the social novelty three test; S1, wire-cage with stranger 1 (previously encountered mouse); S2, wire-cage with stranger 2 (novel social stimulus). The number of animals in each condition is indicated in the bars. Results are represented as scatter plots and means  $\pm$  SEM., wt (black bars) and  $rpS6^{P-/-}$  (magenta bars), (n and p values in Supplementary Table 1: S2a-e).

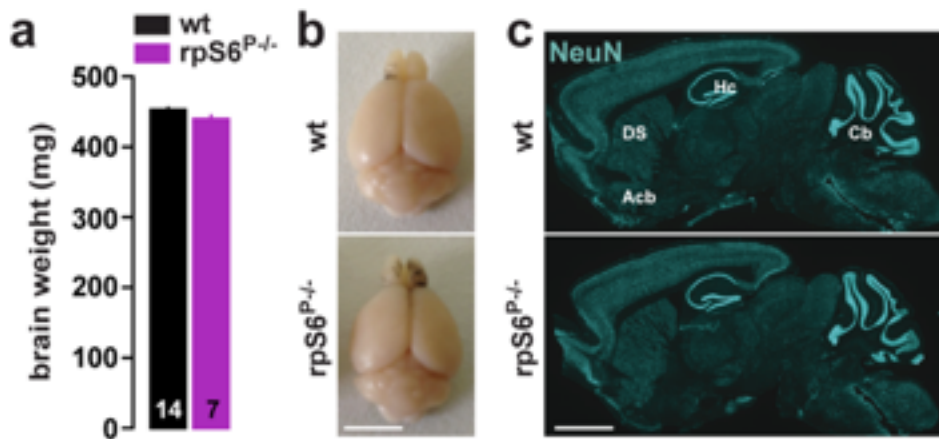

**Supplementary Figure S3: Brain morphology of rpS6<sup>P-/-</sup> mice.** (a) Average brain weight (mg) from wt (black bars) and rpS6<sup>P-/-</sup> (magenta bars) mice. The number of animals in each condition is indicated in the bars. Results are represented as means  $\pm$  SEM. (n and p values in Supplementary Table 1: S3a). (b) Representative brain from a wt and rpS6<sup>P-/-</sup> mouse. Scale bar: 4.5 mm. (c) Immunostaining for NeuN in sagittal brain sections of wt (top) and rpS6<sup>P-/-</sup> (bottom) mice. Scale bar: 2.5 mm.

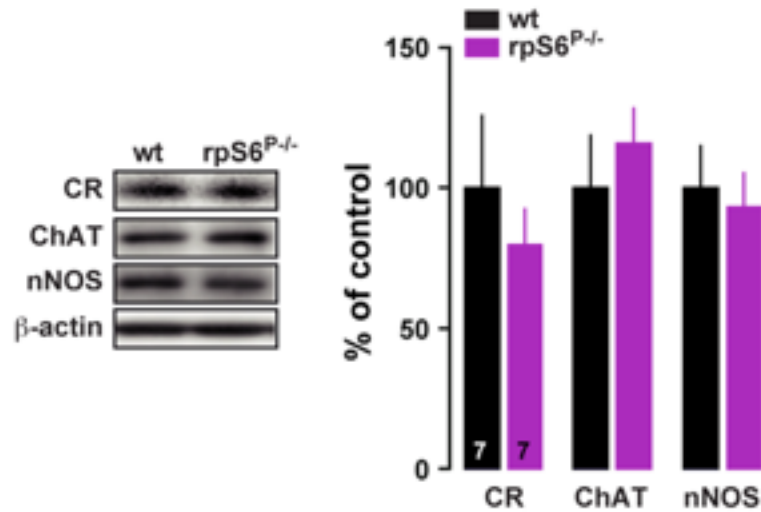

**Supplementary Figure 4: Striatal expression levels of calretinin, choline acetyltransferase, and nNOS in rpS6<sup>P-/-</sup> mice.** Representative western blots (left) quantified signals (right) of calretinin (CR), choline acetyltransferase (ChAT) and nNOS normalized to  $\beta$ -actin in whole striatal lysates from wt (black bars) and rpS6<sup>P-/-</sup> (magenta bars) mice. The number of animals in each condition is indicated in the bars. Results are represented as means  $\pm$  SEM. (n and p values in Supplementary Table 1: S4).

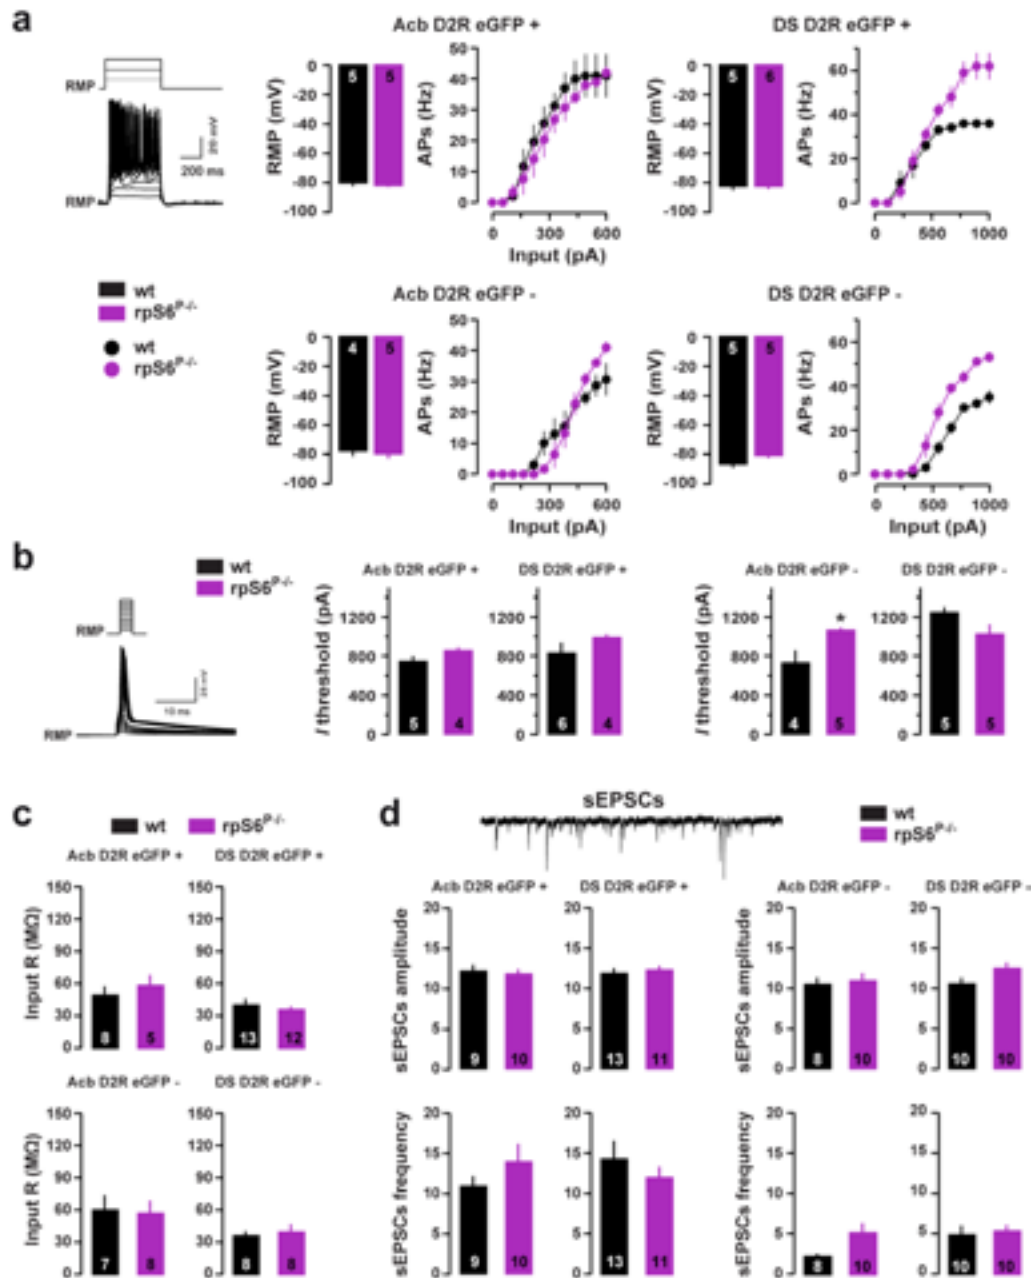

**Supplementary Figure S5: Electrophysiological parameters in  $rpS6^{P/-}$  mice.** (a) Resting membrane potential (RMP) and input-output curves (number of action potentials observed with increasing current injection) in D2-MSNs (upper panels) and GFP negative, putative D1-MSNs (lower panels) of the nucleus accumbens (Acb) and the dorsal striatum (DS). No significant difference was observed. (b) Action potential threshold in response to a short current injection (2.5 ms). No differences were observed, except in D2-MSNs of the Acb. (c) Input resistance and (d) spontaneous excitatory postsynaptic currents (sEPSCs) were similar between the two genotypes in both cell types in the Acb and DS reflecting similar synaptic connectivity. The number of cells in

each condition is indicated in the bars. Results are represented as means  $\pm$  SEM. Statistical analysis, Student's  $t$  test (n and p values in Supplementary Table 1: S5a-d), \*  $p < 0.05$ .

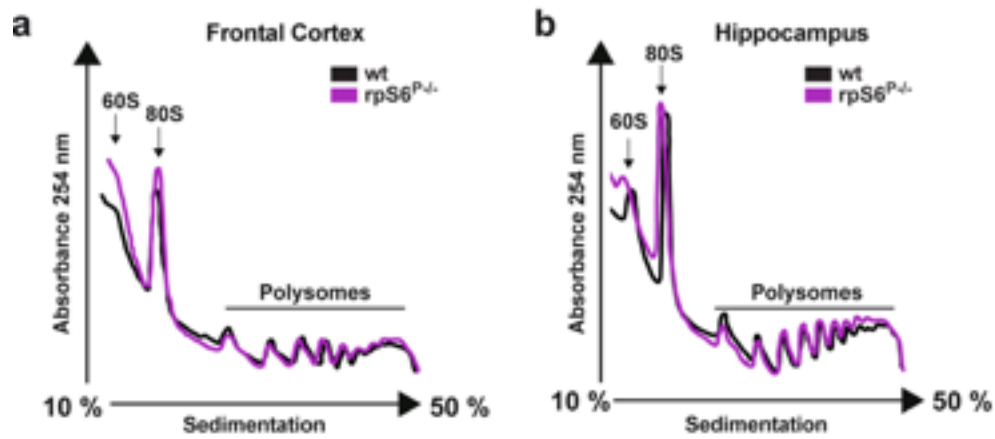

**Supplementary Figure S6: Polysome profiling analysis in various brain regions of  $rpS6^{P-/-}$  mice.** Representative polysome profile of a lysate from the frontal cortex (**a**) and the hippocampus (**b**) of wt (black lines) and  $rpS6^{P-/-}$  (magenta lines) mice (n = 3 mice/group).

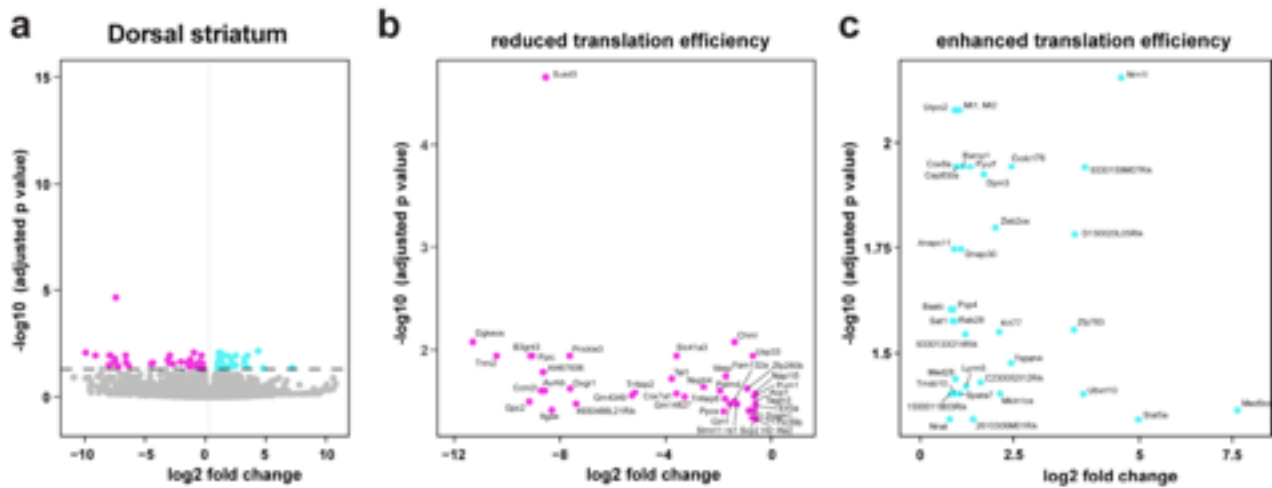

**Supplementary Figure S7: Altered translational efficiency of a subset of mRNAs in the DS of *rpS6<sup>P-/-</sup>* mice.** (a) Volcano plot obtained from Xtail analysis of translational efficiency in the DS.  $\log_2$  of the translational fold change is shown on the horizontal axis and  $-\log_{10}$  of the *P* value is shown on the vertical axis. Genes with significant increase or decrease in translational efficiency are represented in cyan or magenta, respectively. (b and c) Volcano plot obtained from Xtail analysis of genes with decreased (b) or increased (c) translational efficiency in the DS of *rpS6<sup>P-/-</sup>* mice.

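In the DS, log2 fold changes of translational efficiency with an unadjusted p under 0.05 were positive for 451 genes and negative for 360. DESeq2 called 0 genes in this comparison as well.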

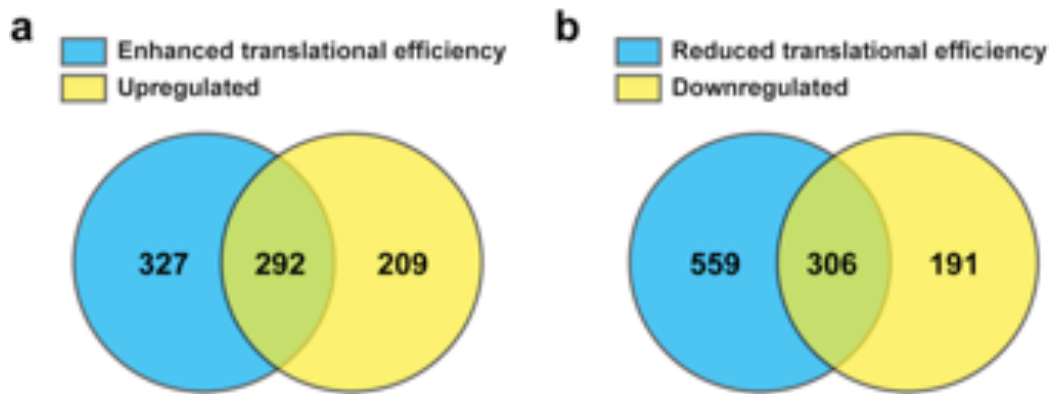

**Supplementary Figure S8: Venn diagrams of genes with significantly altered translational status and/or translational efficiency in the *Acb* of *rpS6<sup>P-/-</sup>* mice.** (a) Number of genes found to be upregulated in heavy polysomal fractions (yellow) or displaying an enhanced translational efficiency (blue) in *rpS6<sup>-/-</sup>* mice compared to wild-type littermates. (b) Number of genes found to be downregulated in heavy polysomal fractions (yellow) or displaying a reduced translational efficiency (blue) in *rpS6<sup>-/-</sup>* mice compared to wild-type littermates.

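Without pairing of lysates, DESeq2 called genes in heavy polysomal fractions of the Acb but 0 in translational efficiency, so that its calls shared 0 genes. With lysates paired in DESeq2 as well, an option chosen after seeing the data, 111 genes were called in both comparisons with the same direction.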

**Supplementary Table 1: Statistical Analysis**

| Figure | Groups (n: number of mice)                   | Statistical Analysis                                                                                                                                                                                                                                                                                                                                                     |
|--------|----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1a     | wt (n = 15)<br>rpS6 <sup>P-/-</sup> (n = 15) | Time-point 10 min: $t_{(28)} = 3.427$ , $p = 0.0019$<br>Time-point 20 min: $t_{(28)} = 2.027$ , $p = 0.0522$                                                                                                                                                                                                                                                             |
| 1b     | wt (n = 15)<br>rpS6 <sup>P-/-</sup> (n = 15) | Time-point 10 min: $t_{(26)} = 0.3319$ , $p = 0.7374$<br>Time-point 20 min: $t_{(26)} = 0.9122$ , $p = 0.3701$                                                                                                                                                                                                                                                           |
| 1d     | wt (n = 12)<br>rpS6 <sup>P-/-</sup> (n = 14) | $t_{(24)} = 2.359$ , $p = 0.0268$                                                                                                                                                                                                                                                                                                                                        |
| 1e     | wt (n = 12)<br>rpS6 <sup>P-/-</sup> (n = 14) | $t_{(24)} = 2.452$ , $p = 0.0219$                                                                                                                                                                                                                                                                                                                                        |
| 1f     | wt (n = 12)<br>rpS6 <sup>P-/-</sup> (n = 14) | $t_{(24)} = 2.123$ , $p = 0.0443$                                                                                                                                                                                                                                                                                                                                        |
| 1g     | wt (n = 12)<br>rpS6 <sup>P-/-</sup> (n = 14) | $t_{(24)} = 2.713$ , $p = 0.0121$                                                                                                                                                                                                                                                                                                                                        |
| 1h     | wt (n = 12)<br>rpS6 <sup>P-/-</sup> (n = 12) | $t_{(22)} = 0.2430$ , $p = 0.8102$                                                                                                                                                                                                                                                                                                                                       |
| 1i     | wt (n = 10)<br>rpS6 <sup>P-/-</sup> (n = 11) | $t_{(19)} = 0.04123$ , $p = 0.9675$                                                                                                                                                                                                                                                                                                                                      |
| 1j     | wt (n = 10)<br>rpS6 <sup>P-/-</sup> (n = 11) | $t_{(19)} = 0.8220$ , $p = 0.4213$                                                                                                                                                                                                                                                                                                                                       |
| 1k     | wt (n = 10)<br>rpS6 <sup>P-/-</sup> (n = 11) | $t_{(19)} = 2.189$ , $p = 0.0413$                                                                                                                                                                                                                                                                                                                                        |
| 2e     | wt (n = 7)<br>rpS6 <sup>P-/-</sup> (n = 7)   | D2R: $t_{(12)} = 1.197$ , $p = 0.1909$<br>DARPP-32: $t_{(12)} = 0.1254$ , $p = 0.9023$<br>DAT: $t_{(12)} = 1.417$ , $p = 0.1819$<br>G $\alpha$ olf: $t_{(12)} = 0.08516$ , $p = 0.91610$<br>TH: $t_{(12)} = 0.04341$ , $p = 0.9335$<br>MAO-A: $t_{(12)} = 0.3632$ , $p = 0.7228$<br>VMAT2: $t_{(12)} = 0.3074$ , $p = 0.7638$<br>NET: $t_{(12)} = 0.6870$ , $p = 0.5052$ |
| 2f     | wt (n = 6)<br>rpS6 <sup>P-/-</sup> (n = 7)   | DS: $t_{(11)} = 0.8443$ , $p = 0.4165$<br>Acb: $t_{(11)} = 1.108$ , $p = 0.2913$                                                                                                                                                                                                                                                                                         |
| 2h     | wt (n = 6)<br>rpS6 <sup>P-/-</sup> (n = 7)   | Thin: DS: $t_{(11)} = 0.3288$ , $p = 0.7485$<br>Acb: $t_{(11)} = 0.8555$ , $p = 0.4105$<br>Stubby: DS: $t_{(11)} = 0.9307$ , $p = 0.3720$<br>Acb: $t_{(11)} = 0.5338$ , $p = 0.6041$<br>Mushroom: DS: $t_{(11)} = 0.7044$ , $p = 0.4958$<br>Acb: $t_{(11)} = 1.179$ , $p = 0.2634$                                                                                       |
| 2i     | DS<br>wt (n = 15)                            | DS<br>Syp: $t_{(30)} = 1.330$ , $p = 0.1936$                                                                                                                                                                                                                                                                                                                             |

|          |                                                                                                   |                                                                                                                                                                                                                                                                                                             |
|----------|---------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|          | rpS6 <sup>P/-</sup> (n = 16)<br><br>Acb<br>wt (n = 15)<br>rpS6 <sup>P/-</sup> (n = 17)            | PSD95: $t_{(30)} = 0.9467$ , $p = 0.3514$<br><br>Acb<br>Syp: $t_{(29)} = 0.3161$ , $p = 0.7542$<br>PSD95: $t_{(29)} = 0.5202$ , $p = 0.6069$                                                                                                                                                                |
| 3a       | wt (n = 8)<br>rpS6 <sup>P/-</sup> (n = 5)                                                         | $t_{(11)} = 5.685$ , $p = 0.0001$                                                                                                                                                                                                                                                                           |
| 3b       | wt (n = 12)<br>rpS6 <sup>P/-</sup> (n = 12)                                                       | $t_{(22)} = 0.6017$ , $p = 0.5536$                                                                                                                                                                                                                                                                          |
| 3c       | wt (n = 7)<br>rpS6 <sup>P/-</sup> (n = 8)                                                         | $t_{(13)} = 2.698$ , $p = 0.0183$                                                                                                                                                                                                                                                                           |
| 3d       | wt (n = 8)<br>rpS6 <sup>P/-</sup> (n = 8)                                                         | $t_{(14)} = 1.368$ , $p = 0.1938$                                                                                                                                                                                                                                                                           |
| 4b       | wt (n = 7)<br>rpS6 <sup>P/-</sup> (n = 7)                                                         | $t_{(12)} = 0.5424$ , $p = 0.5974$                                                                                                                                                                                                                                                                          |
| 4c       | wt (n = 14)<br>rpS6 <sup>P/-</sup> (n = 12)                                                       | rpS6: $t_{(24)} = 0.1182$ , $p = 0.9069$<br>eEF1A: $t_{(24)} = 0.5571$ , $p = 0.5826$                                                                                                                                                                                                                       |
| 4d       | wt (n = 20)<br>rpS6 <sup>P/-</sup> (n = 22)                                                       | pS2448-mTOR: $t_{(40)} = 0.5962$ , $p = 0.5544$<br>pS1108-eIF4G: $t_{(40)} = 0.5378$ , $p = 0.5937$<br>pT389-p70S6K: $t_{(40)} = 0.2966$ , $p = 0.7683$<br>pT37/46-4EBP1: $t_{(40)} = 0.6754$ , $p = 0.5033$                                                                                                |
| 4e       | wt (n = 18)<br>rpS6 <sup>P/-</sup> (n = 16)                                                       | pS51-eIF2 $\alpha$ : $t_{(32)} = 0.09879$ , $p = 0.9219$<br>pT56-eEF2: $t_{(32)} = 0.3839$ , $p = 0.7036$                                                                                                                                                                                                   |
| 4f       | wt (n = 11)<br>rpS6 <sup>P/-</sup> (n = 11)                                                       | pT185/Y187-ERK1/2: $t_{(20)} = 0.09145$ , $p = 0.9280$<br>pS209-eIF4E: $t_{(20)} = 0.3014$ , $p = 0.7662$<br>pT421/S424-p70S6K: $t_{(20)} = 1.593$ , $p = 0.1268$                                                                                                                                           |
| 7c       | wt (3 replicates, n = 2 per replicate)<br>rpS6 <sup>P/-</sup> (3 replicates, n = 2 per replicate) | DESeq2<br>Cox7a2 padj = 0.002130559<br>Cox7c padj = 0.005196321<br>Slirp padj = 0.002914695<br>Uqcrh padj = 0.005196321<br>Uqcrb padj = 0.008156897<br>Timm8a1 padj = 0.013141037<br>Mrpl33 padj = 0.013747103<br>Dbi padj = 0.014858228                                                                    |
| 7d, left | wt (3 replicates, n = 2 per replicate)<br>rpS6 <sup>P/-</sup> (3 replicates, n = 2 per replicate) | Cox7a2: $t_{(4)} = 5.499$ , $p = 0.0053$<br>Cox7c: $t_{(4)} = 4.328$ , $p = 0.0124$<br>Slirp: $t_{(4)} = 3.299$ , $p = 0.03$<br>Uqcrh: $t_{(4)} = 3.690$ , $p = 0.0210$<br>Uqcrb: $t_{(4)} = 3.094$ , $p = 0.0364$<br>Timm8a1: $t_{(4)} = 3.426$ , $p = 0.0266$<br>Mrpl33: $t_{(4)} = 4.552$ , $p = 0.0104$ |

|           |                                                                                                                                                                                                                         |                                                                                                                                                                                                                                                                                                                                                                |
|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           |                                                                                                                                                                                                                         | Dbi: $t_{(4)} = 3.151$ , $p = 0.0345$                                                                                                                                                                                                                                                                                                                          |
| 7d, right | wt (3 replicates, $n = 2$ per replicate)<br>rpS6 <sup>P/-</sup> (3 replicates, $n = 2$ per replicate)                                                                                                                   | Cox7a2: $t_{(4)} = 0.9086$ , $p = 0.4149$<br>Cox7c: $t_{(4)} = 0.05755$ , $p = 0.9569$<br>Slirp: $t_{(4)} = 1.044$ , $p = 0.3555$<br>Uqcrh: $t_{(4)} = 0.8096$ , $p = 0.3646$<br>Uqcrb: $t_{(4)} = 1.195$ , $p = 0.2980$<br>Timm8a1: $t_{(4)} = 0.02178$ , $p = 0.9837$<br>Mrpl33: $t_{(4)} = 1.196$ , $p = 0.2979$<br>Dbi: $t_{(4)} = 0.08686$ , $p = 0.9350$ |
| 7e        | wt ( $n = 15$ )<br>rpS6 <sup>P/-</sup> ( $n = 13$ )                                                                                                                                                                     | $t_{(26)} = 0.923$ , $p = 0.3646$                                                                                                                                                                                                                                                                                                                              |
| 7f        | wt ( $n = 15$ )<br>rpS6 <sup>P/-</sup> ( $n = 13$ )                                                                                                                                                                     | $t_{(26)} = 0.4254$ , $p = 0.6740$                                                                                                                                                                                                                                                                                                                             |
| 7g        | wt ( $n = 15$ )<br>rpS6 <sup>P/-</sup> ( $n = 13$ )                                                                                                                                                                     | $t_{(26)} = 0.7890$ , $p = 0.4373$                                                                                                                                                                                                                                                                                                                             |
| 7h        | wt ( $n = 6$ )<br>rpS6 <sup>P/-</sup> ( $n = 7$ )                                                                                                                                                                       | $t_{(11)} = 1.315$ , $p = 0.2154$                                                                                                                                                                                                                                                                                                                              |
|           |                                                                                                                                                                                                                         |                                                                                                                                                                                                                                                                                                                                                                |
| S2a       | wt ( $n = 21$ )<br>rpS6 <sup>P/-</sup> ( $n = 18$ )                                                                                                                                                                     | $t_{(37)} = 0.4856$ , $p = 0.6301$                                                                                                                                                                                                                                                                                                                             |
| S2b       | wt ( $n = 8$ )<br>rpS6 <sup>P/-</sup> ( $n = 11$ )                                                                                                                                                                      | Latency to immobility: $t_{(17)} = 0.2248$ , $p = 0.8248$<br>Total immobility: $t_{(17)} = 0.6868$ , $p = 0.3971$                                                                                                                                                                                                                                              |
| S2c       | wt ( $n = 11$ )<br>rpS6 <sup>P/-</sup> ( $n = 9$ )                                                                                                                                                                      | % of alternation $t_{(18)} = 0.8440$ , $p = 0.4097$<br>Total arm entries $t_{(18)} = 0.6669$ , $p = 0.5133$                                                                                                                                                                                                                                                    |
| S2d       | wt ( $n = 8$ )<br>rpS6 <sup>P/-</sup> ( $n = 12$ )                                                                                                                                                                      | DI: $t_{(18)} = 0.6005$ , $p = 0.5557$<br>Total exploration time: $t_{(18)} = 0.7625$ , $p = 0.4556$                                                                                                                                                                                                                                                           |
| S2e       | wt ( $n = 8$ )<br>rpS6 <sup>P/-</sup> ( $n = 12$ )                                                                                                                                                                      | DI: $t_{(18)} = 0.2196$ , $p = 0.8287$<br>Total exploration time: $t_{(18)} = 1.359$ , $p = 0.1901$                                                                                                                                                                                                                                                            |
| S3a       | wt ( $n = 14$ )<br>rpS6 <sup>P/-</sup> ( $n = 7$ )                                                                                                                                                                      | $t_{(19)} = 1.703$ , $p = 0.1050$                                                                                                                                                                                                                                                                                                                              |
| S4        | wt ( $n = 7$ )<br>rpS6 <sup>P/-</sup> ( $n = 7$ )                                                                                                                                                                       | CR: $t_{(12)} = 0.6970$ , $p = 0.4991$<br>ChAT: $t_{(12)} = 0.6627$ , $p = 0.5200$<br>nNOS: $t_{(12)} = 0.3397$ , $p = 0.7400$                                                                                                                                                                                                                                 |
| S5a       | RMP<br>wt ( $n = 5$ ); rpS6 <sup>P/-</sup> ( $n = 5$ )<br>wt ( $n = 5$ ); rpS6 <sup>P/-</sup> ( $n = 6$ )<br>wt ( $n = 4$ ); rpS6 <sup>P/-</sup> ( $n = 5$ )<br>wt ( $n = 5$ ); rpS6 <sup>P/-</sup> ( $n = 5$ )         | RMP<br>Acb D2R eGFP <sup>+</sup> : $t_{(8)} = 0.7115$ , $p = 0.4970$<br>DS D2R eGFP <sup>+</sup> : $t_{(9)} = 1.145$ , $p = 0.2817$<br>Acb D2R eGFP <sup>+</sup> : $t_{(7)} = 0.9585$ , $p = 0.3697$<br>DS D2R eGFP <sup>+</sup> : $t_{(8)} = 1.041$ , $p = 0.3283$                                                                                            |
| S5b       | I Threshold<br>wt ( $n = 5$ ); rpS6 <sup>P/-</sup> ( $n = 4$ )<br>wt ( $n = 6$ ); rpS6 <sup>P/-</sup> ( $n = 4$ )<br>wt ( $n = 4$ ); rpS6 <sup>P/-</sup> ( $n = 5$ )<br>wt ( $n = 5$ ); rpS6 <sup>P/-</sup> ( $n = 5$ ) | I Threshold<br>Acb D2R eGFP <sup>+</sup> : $t_{(7)} = 1.742$ , $p = 0.1250$<br>DS D2R eGFP <sup>+</sup> : $t_{(8)} = 1.655$ , $p = 0.1366$<br>Acb D2R eGFP <sup>+</sup> : $t_{(7)} = 2.958$ , $p = 0.0212$<br>DS D2R eGFP <sup>+</sup> : $t_{(8)} = 1.687$ , $p = 0.1300$                                                                                      |

|     |                                                                                                                                                                                                                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| S5c | <p>Inputs</p> <p>wt (n = 8); rpS6<sup>P/-</sup> (n = 5)</p> <p>wt (n = 13); rpS6<sup>P/-</sup> (n = 12)</p> <p>wt (n = 7); rpS6<sup>P/-</sup> (n = 8)</p> <p>wt (n = 8); rpS6<sup>P/-</sup> (n = 8)</p>                  | <p>Inputs</p> <p>Acb D2R eGFP<sup>+</sup>: <math>t_{(11)} = 0.7287</math>, <math>p = 0.4814</math></p> <p>DS D2R eGFP<sup>+</sup>: <math>t_{(23)} = 0.7211</math>, <math>p = 0.4781</math></p> <p>Acb D2R eGFP<sup>-</sup>: <math>t_{(13)} = 0.1937</math>, <math>p = 0.8494</math></p> <p>DS D2R eGFP<sup>-</sup>: <math>t_{(14)} = 0.4274</math>, <math>p = 0.6755</math></p>                                                                                                                                                                                                                                                                                                                                                                                    |
| S5d | <p>Amplitude/Frequency</p> <p>wt (n = 9); rpS6<sup>P/-</sup> (n = 10)</p> <p>wt (n = 13); rpS6<sup>P/-</sup> (n = 11)</p> <p>wt (n = 8); rpS6<sup>P/-</sup> (n = 10)</p> <p>wt (n = 10); rpS6<sup>P/-</sup> (n = 10)</p> | <p>Amplitude</p> <p>Acb D2R eGFP<sup>+</sup>: <math>t_{(17)} = 0.3897</math>, <math>p = 0.7016</math></p> <p>DS D2R eGFP<sup>+</sup>: <math>t_{(22)} = 0.5173</math>, <math>p = 0.6101</math></p> <p>Acb D2R eGFP<sup>-</sup>: <math>t_{(16)} = 0.3249</math>, <math>p = 0.7494</math></p> <p>DS D2R eGFP<sup>-</sup>: <math>t_{(18)} = 1.893</math>, <math>p = 0.0746</math></p> <p>Frequency</p> <p>Acb D2R eGFP<sup>+</sup>: <math>t_{(17)} = 1.235</math>, <math>p = 0.2337</math></p> <p>DS D2R eGFP<sup>+</sup>: <math>t_{(22)} = 0.8479</math>, <math>p = 0.4056</math></p> <p>Acb D2R eGFP<sup>-</sup>: <math>t_{(16)} = 2.041</math>, <math>p = 0.0581</math></p> <p>DS D2R eGFP<sup>-</sup>: <math>t_{(14)} = 0.3272</math>, <math>p = 0.7473</math></p> |

How the deposited data were processed for this re-analysis (not part of the article)

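The values used are the raw counts of reads per gene that the authors deposited, made by them with TopHat 2.0.13, Bowtie 2.2.3 and HTSeq 0.6.1p1 (union mode, reads on the strand opposite to the gene) on mm10 with gene models of UCSC, after discarding alignments with more than 3 mismatches. The counts were deposited without normalization or filter, for 24079 genes in 24 libraries, and reads were not aligned again. Assigned reads ranged from 9280589 to 34703044 per library, with a median of 16678553 over all libraries, 19862908 in heavy polysomal fractions and 14889586 in whole lysates. Positions came from a RefSeq table of GRCm38.p6, the build the authors used, and transcript length, coding sequence length and GC content from GENCODE M21 by Entrez identifier, with 20520 genes matched to a length and 23973 to a position.

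Genes with fewer than 15 reads summed over the libraries of a comparison were removed, following the paper. Comparisons were made with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test of glmQLFit with its legacy settings) in R 4.3.3, with an adjusted p under 0.05 (Benjamini-Hochberg) as the cutoff. Translational efficiency was the interaction of genotype and kind of RNA over the 12 libraries of a region, and differences between regions were the interactions of genotype, or of genotype and kind of RNA, with region. Gene families were tested with camera of limma 3.58.1 on log2 counts scaled to library size (prior count 2, correlation 0.01). DESeq2 1.42.0 served as an alternative, where the paper used version 1.4.5, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. DESeq2 left many genes without an adjusted p, so its adjustment covered fewer genes than edgeR's. These were 8494 of 16227 genes in heavy polysomal fractions of the Acb, 10170 of 15896 in those of the DS and 10889 of 15601 in whole DS lysates. Genes named are every gene the paper names from these data and, for each comparison, the 3 genes in each direction with the largest log2 fold change among those with an adjusted p under 0.05, at least 50 reads on average and no overlap between genotypes. The 17 families, the symbols of Figure 5B (read by eye) and lists of marker genes for oligodendrocytes, astrocytes, microglia, endothelial cells, medium spiny neurons and cortical excitatory neurons were written from symbols, and a list for choroid plexus was added after *Ttr* had been seen.

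The comparisons, the families, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors in the edgeR fit, the filterByExpr filter, no filter beyond 1 read, DESeq2's Wald test, removal of a trend on transcript length from each library (loess, span 0.5), the replicate block alone and with that trend removed, all 24 libraries in one fit, fry and an estimated correlation for families, limma-voom for translational efficiency, wild-type libraries alone for *Rps6*, and leaving out each replicate in turn. Chosen after seeing the data were edgeR's likelihood ratio test, its robust and bias-adjusted forms, limma-voom for the genotype comparisons, removal of trends on coding sequence length or GC content, DESeq2 with a length trend removed, with a lysate block or with a replicate left out, and libraries thinned to the smallest. The heavy polysomal and whole lysate library of a lysate were paired through the paper's methods, where the input is kept from the sample loaded on the gradient, and correlations of residuals within these pairs ranged from -0.0376 to 0.0743, 0 of 12 above 0.1. These correlations did not bear the pairing out, and it stays an assumption.

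As a self-test, 200 genes were given a log2 fold change of 1.5 in either direction in simulated counts with the depth and spread of the libraries. edgeR found 183 of them with 9 other calls in heavy polysomal fractions of the Acb (15894 genes), 171 with 15 in whole Acb lysates (14988), 172 with 10 in heavy polysomal fractions of the DS (15432) and 182 with 5 in whole DS lysates (15243). For translational efficiency it found 132 with 6 other calls in the Acb (16313 genes) and 135 with 12 in the DS (16208), and 134 with 7 and 136 with 7 with paired lysates. For the difference between regions it found 130 with 14 in heavy polysomal fractions (16567) and 76 with 9 in translational efficiency (17097), and between regions in whole lysates 190 with 16 (16002). DESeq2 found 185 with 18 in heavy polysomal fractions of the Acb. A simulated length trend gave 1638 other calls when left in and 13 when removed (15883 genes). Camera and fry both called only the 1 family changed in the simulation. Simulated genes were drawn independently of each other, so this could not test camera's preset correlation. The 200 genes changed had at least 50 reads on average. Their log2 fold change of 1.5 exceeded the median of 0.627 of the DESeq2 calls in heavy polysomal fractions of the Acb. Recovery of smaller changes was not tested.

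Gene Ontology and MitoCarta tables, Xtail and topGO were not used here, so enriched terms and totals of mitochondria-related genes were not computed. Polysome profiles, qRT-PCR, enzyme activities and behaviour were not analysed here.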

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

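Apart from the comparisons and alternatives fixed in advance, the tests in this part were all chosen only after the result was seen. The minimum of 4 genes for a marker list and the reading of the tests of length trends were set after their values had been seen.

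A difference between groups marked the comparison of genotype effects between regions in heavy polysomal fractions, where 1 gene, *Ndufa3*, passed the adjusted threshold. Its genotype effect in the Acb minus that in the DS was -2.12 (standard error 0.34, adjusted p 0.0225, edgeR with Benjamini-Hochberg adjustment), with 3 of 3 rpS6 P-/- libraries below all wild-type libraries in the Acb and 3 of 3 above them in the DS. Of 100 divisions of the libraries within regions, the genotypes included, 7 gave at least 1 call (up to 1204). At least the 2334 genes found with an unadjusted p under 0.05 were reached by 6 divisions (up to 4185). Divisions that keep the Acb genotypes apart were not left out, and would carry the Acb effect. These shares therefore cannot decide on chance, which was not excluded. Effects in the regions differed by coding sequence length (Spearman rho 0.336), and with this trend removed 2103 genes had an unadjusted p under 0.05 and 5 an adjusted p under 0.05, so a length trend cannot be told apart from other origins of the difference because it covers short families as a whole. *Ndufa3* itself kept a difference of -1.27 (adjusted p 0.0332) with that trend removed and had -0.82 (0.148) with the trend on transcript length removed (edgeR, Benjamini-Hochberg in both), and its adjusted p over all settings tried ranged from 9.39e-11 to 0.164. It stayed above 0.05 when any 1 of 5 libraries was left out, up to 0.164 without rpS6 P-/- library 3 of the DS. A biological difference between tissues stays open and was not tested.

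A signal in a comparison that the paper does not report, of genotypes in whole DS lysates alone, marked these libraries, where 19 of 15601 genes passed the adjusted threshold, 5 higher and 14 lower in rpS6 P-/- mice, and 1415 (9.07%) had an unadjusted p under 0.05. The genes that met the naming rule were *Cwc22* (28.8 ± 14.7 against 82.4 ± 11.9 CPM, adjusted p 5.48e-06), *Pcdhgc5* (43.0 ± 6.47 against 69.0 ± 12.2 CPM, 0.0437) and *Chordc1* (57.2 ± 4.90 against 87.3 ± 11.2 CPM, 0.0432), higher, and *Tpgs1* (23.4 ± 4.17 against 9.49 ± 4.16 CPM, 0.0152), *Pcsk1n* (96.1 ± 49.8 against 48.8 ± 5.97 CPM, 0.00596) and *Dnajc30* (34.7 ± 1.56 against 18.8 ± 2.04 CPM, 0.0383), lower, each in 3 of 3 libraries (edgeR, Benjamini-Hochberg). *Pcsk1n* had a log2 fold change of -0.47 and an adjusted p of 0.523 without wild-type replicate 2 (edgeR, Benjamini-Hochberg), DESeq2 with all libraries gave 0.266, and the range over its alternatives was 1.91e-09 to 0.598. Leaving out 1 library changed the count from 1, without rpS6 P-/- replicate 2, to 56, without wild-type replicate 1.

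Against a difference in sequencing depth, 80 of the 95 genes called by DESeq2 in whole DS lysates were also called after thinning to the smallest library. Against a transcript length trend as the whole cause, 29 of these 95 genes were also called with the trend removed, where DESeq2 called 33 genes in all and at most 14 in another split (6 with no trend removed), which is just above the factor of 2 taken as the margin. For the 63 genes no longer called an effect of length cannot be told apart from a change of their own, since they differ in length (29 lower with a median transcript of 1725 bases, 34 higher with 9323), and 3 further genes had no adjusted p once the trend was removed. A GC content trend cannot be told apart either, since 3 of the 19 edgeR calls were shared with the comparison that removed it, beside 2 calls in another split (rho -0.365 for GC content, up to 0.313 in size in other splits). A different mix of cell types cannot be told apart, because the largest median of a marker list with at least 4 genes, 0.188 for astrocytes, lies below the changes of the called genes but the lists are short, and 2 endothelial genes had a median of -0.76. Among the 10 splits of the 6 libraries, 1 of 10, the genotypes themselves, was as large for the counts of genes, by edgeR (19 against at most 2), for an unadjusted p under 0.05 (1415 against 863), for DESeq2 (95 against 6) and for DESeq2 with the coding sequence length trend removed (67 against 12). Other splits were as large for families called by camera (2 for the genotypes, 3, 6 and 5 in other splits) and for the size of the complex I median (0.112 against up to 0.198), and with 10 splits chance is not excluded for any of these. A biological effect of the mutation on RNA levels in the DS stays open and was not tested.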

How the results depend on the processing

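Each result was recomputed under alternatives, 1 choice changed at a time unless a pair is named, and the cause of a change was not tested unless stated. Of 1294 values over 62 results on named genes and medians of families, 951 kept direction and side of the threshold, 129 were weaker, 200 stronger and 14 reversed, while the counts of genes and families that follow are not among them and moved further. For the 50 results on named genes, 505 of 700 values under alternatives set in advance were the same, 80 weaker and 115 stronger, and of 450 under settings chosen after seeing the data 334, 36 and 80. *Rps6* was higher in the Acb than in the DS under all 19 alternatives (log2 fold change 0.37 to 0.52, adjusted p 1.78e-10 to 0.00184, edgeR or DESeq2 with Benjamini-Hochberg adjustment).

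The number of genes changed in heavy polysomal fractions of the Acb, 0, was 549 with no filter beyond 1 read (213 higher, 336 lower), 1090 with DESeq2's Wald test (561, 529), 98 with the replicate block (6, 92), 12 with the replicate block and the transcript length trend removed and 813 with all 24 libraries in one fit (275, 538). It was 660 with edgeR's likelihood ratio test (295, 365), 3 with the coding sequence length trend removed, and 788 (469, 319) and 527 (372, 155) with DESeq2 and the transcript or coding sequence length trend removed, all chosen after seeing the data. It stayed 0 with DESeq2's size factors, filterByExpr, the transcript length trend removed, limma-voom, the GC content trend removed and the robust and bias-adjusted forms of edgeR. Leaving out 1 replicate gave 0 to 3 genes (3 without wild-type replicate 2 and 1 without wild-type replicate 3), and with DESeq2, a choice made after seeing the data, from 1 without wild-type replicate 1 to 1887 without wild-type replicate 2, 131 without wild-type replicate 3 and 112 without rpS6 P-/- replicate 3.

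The count in whole Acb lysates, 1, was 0 with filterByExpr, 2 with no filter beyond 1 read, 2 with the transcript length trend removed, 5 with the replicate block, 5 with the block and the trend removed and 0 with all 24 libraries in one fit. Settings chosen after seeing the data gave 2 (likelihood ratio test), 0 (robust), 2 (bias-adjusted), 0 (both) and 5 (limma-voom), and leaving out 1 replicate gave 0, without wild-type replicate 1, to 3, without replicate 3 of either genotype (0 to 3 with DESeq2).

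The count in heavy polysomal fractions of the DS, 7, was 1 with filterByExpr, 37 with no filter beyond 1 read, 17 with DESeq2's Wald test, 12 with the transcript length trend removed, 31 with the replicate block, 43 with the block and the trend removed and 0 with all 24 libraries in one fit. Settings chosen after seeing the data gave 17 (likelihood ratio test), 3 (robust), 4 (bias-adjusted and robust), 15 (limma-voom), and 47 and 74 (DESeq2 with the transcript or coding sequence length trend removed). Leaving out 1 replicate gave 0, without rpS6 P-/- replicate 2, to 29, without wild-type replicate 3, and with DESeq2 from 1, without rpS6 P-/- replicate 1 or 2, to 70, without wild-type replicate 3.

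In whole DS lysates the count, 19, was 2 with filterByExpr, 66 with no filter beyond 1 read, 95 with DESeq2's Wald test, 8 with the transcript length trend removed, 71 with the replicate block and 0 with all 24 libraries in one fit. Settings chosen after seeing the data gave 11 (bias-adjusted and robust), 30 (limma-voom), 11 (coding sequence length trend removed), 3 (GC content trend removed), and 33 and 67 (DESeq2 with the transcript or coding sequence length trend removed). Leaving out 1 replicate gave 1, without rpS6 P-/- replicate 2, to 56, without wild-type replicate 1, and with DESeq2 from 11 to 250 with the same replicates left out.

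For translational efficiency the count, 0 in both regions, was 107 in the Acb and 5 in the DS with no filter beyond 1 read. It was 106 and 6 with the lysate as replicate block, which pairs libraries taken to share mice. With that block and the transcript length trend removed it was 121 and 4. With DESeq2 and the lysate as replicate block, chosen after seeing the data, it was 122 in the Acb and 0 in the DS. Leaving out 1 lysate gave 0 to 41 in the Acb (41 without rpS6 P-/- lysate 1) and 0 to 17 in the DS (17 without wild-type lysate 3), and with DESeq2 0 to 291 and 0 to 22 with the same lysates left out.

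The count of genes whose effect in heavy polysomal fractions differed between regions, 1, was 0 with filterByExpr, 353 with no filter beyond 1 read, 236 with DESeq2's Wald test, 0 with the transcript length trend removed, 479 with the replicate block and 5 with the coding sequence length trend removed (chosen after seeing the data), and 0 to 183 with 1 replicate left out (183 without rpS6 P-/- replicate 1 of the Acb, 160 without wild-type replicate 3 of the DS, 94 and 58 without wild-type replicates 2 and 3 of the Acb). For translational efficiency this count, 0, was 126 with no filter beyond 1 read, 3 with DESeq2's Wald test and 118 with the replicate block, and 0 to 71 with 1 lysate left out (71 without rpS6 P-/- lysate 1 of the Acb, 40 without its wild-type lysate 3, 63 without wild-type lysate 3 of the DS). Replicate numbers across genotypes or regions only share a number, and residuals of libraries sharing one correlated from -0.294 to 0.319 across genotypes (2 of 12 above 0.1) and from -0.255 to 0.217 across regions (1 of 12).

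Of the 8 genes of Figure 7C, 0 passed over all genes, against 8 with no filter beyond 1 read, 7 with DESeq2's Wald test, 6 with the replicate block, 1 with the block and the transcript length trend removed, 8 with all 24 libraries in one fit and, chosen after seeing the data, 8 with the likelihood ratio test and 2 each with DESeq2 and the transcript or coding sequence length trend removed, and leaving out 1 replicate left the count at 0, while all 8 were lower under all 23 settings. Of the 99 genes of Figure 5B, 0 passed, against 98, 95, 39, 4, 97, 97, 55 and 50 under these same settings in this order and 1 with the coding sequence length trend removed (chosen after seeing the data), and 97 of 99 kept their direction with the transcript length trend removed. The overlap of heavy polysomal and translational efficiency calls, 0, was 111 and 74 with DESeq2 in heavy polysomal fractions and the lysate block in DESeq2 or edgeR (both chosen after seeing the data), and 0 to 1 with 1 replicate left out (1 without wild-type replicate 2). The Spearman rho of fold change and transcript length in heavy polysomal fractions of the Acb, 0.307, was 0.332 for genes with at least 500 reads and 0.494 with coding sequence length, and 0.252 to 0.345 with 1 replicate left out.

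Of the families, 13 were called in heavy polysomal fractions of the Acb, against 0 with the estimated correlation, 0 with fry, 6 with the transcript length trend removed, 5 with the coding sequence length trend removed (chosen after seeing the data) and 13 to 14 with 1 replicate left out. Of the same families, 1 was called in heavy polysomal fractions of the DS, against 0 with the estimated correlation, 0 with fry, 2 and 5 with these trends removed and 0 to 6 with 1 replicate left out (6 without wild-type replicate 2), and in whole Acb lysates 0 to 1 (1 without wild-type replicate 1). In the Acb the median of complex I in heavy polysomal fractions ranged from -0.83 to -0.10, of complex IV from -1.20 to -0.23, of *Mrpl* genes from -0.47 to -0.06 and of *Mrps* genes from -0.55 to -0.05 over all settings.

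The 14 reversed values were medians of families, none of which camera called with all replicates in place. Of these values 1 passed the threshold, that of complex I in heavy polysomal fractions of the DS without wild-type replicate 2, where camera called it lower (adjusted p 0.0283, Benjamini-Hochberg, 0.0283 to 0.934 over all its settings). Camera also called *Mrps* and *Mrpl* genes lower there without wild-type replicate 2 and without rpS6 P-/- replicate 3 (lowest adjusted p 0.00100, without wild-type replicate 2, and 0.00744, without rpS6 P-/- replicate 3), against up to 0.898 for both over their settings (Benjamini-Hochberg in all). In heavy polysomal fractions of the DS, with 1 replicate left out, complex I (0.04) ranged from -0.16 without wild-type replicate 2 to 0.106 and was -0.00697 without rpS6 P-/- replicate 3, complex IV (0.29) ranged from -0.0572 without wild-type replicate 2 to 0.529 without wild-type replicate 3, *Mrps* genes from -0.303 to 0.0260 without wild-type replicate 3 and *Mrpl* genes from -0.169 to 0.00413 without rpS6 P-/- replicate 1. In whole Acb lysates, *Mrpl* genes became 0.00969 with the transcript length trend removed, 0.0185 with the coding sequence length trend removed (chosen after seeing the data), 0.0629 without wild-type replicate 3, and 0.0709 and 0.0364 without rpS6 P-/- replicates 1 and 2. With 1 replicate left out there, *Mrpl* genes reached -0.0690 at the lowest, complex I ranged from -0.136 to 0.00673 without wild-type replicate 3 and was 5.23e-04 without rpS6 P-/- replicate 2, complex IV from -0.121 to 0.0226 without wild-type replicate 3 and *Mrps* genes from -0.168 to 0.0298 without wild-type replicate 3. Depth limited what could be said of *Ecscr*, with 40 reads at most in whole Acb lysates.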

Differences from the paper's values

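The number of genes changed in heavy polysomal fractions of the Acb was 0 against the paper's 998, and it came within a factor of 1.5 with DESeq2's Wald test (1090) and with all 24 libraries in one fit (813), while the other alternatives set before the data were examined did not close the gap. DESeq2 with the transcript length trend removed gave 788, a setting chosen after seeing the values, as was edgeR's likelihood ratio test with 660. Genes lower numbered 0 against the paper's 497, a gap closed by no filter beyond 1 read (336), DESeq2's Wald test (529) and all 24 libraries in one fit (538), and genes higher 0 against the paper's 501, closed by DESeq2's Wald test (561), and by no other alternative set before the data were examined. In the same comparison, settings chosen after seeing the values gave 365 lower with the likelihood ratio test and 469 higher with DESeq2 and the transcript length trend removed and 372 higher with DESeq2 and the coding sequence length trend removed.

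For heavy polysomal fractions of the DS 7 genes were changed against the paper's 20, closed by DESeq2's Wald test (17) and by leaving out wild-type replicate 2 (19) or 3 (29), and by no other alternative set before the data were examined. The likelihood ratio test (17) and limma-voom (15) also came within a factor of 1.5, both chosen after seeing the values. For translational efficiency in the Acb 0 genes were changed against the paper's 1484 (0 lower against the paper's 865, 0 higher against the paper's 619), and none of the alternatives set before the data were examined closed the gap, their highest values being 121, 84 and 56. In the DS 0 were changed against the paper's 74 (0 lower against the paper's 39, 0 higher against the paper's 35), and none of the alternatives set before the data were examined closed the gap, the highest total being 17. Genes changed in both comparisons of the Acb numbered 0 higher and 0 lower, against the paper's about 290 and about 310 in Supplementary Fig. S8, read by eye, and none of the alternatives set before the data were examined closed the gap. Combinations chosen after seeing the values reached 111 and 74 for both directions together, which is below the paper's. The lowest number of reads assigned to genes in a library was 9.28 M against the paper's minimum of 14 M for sequences passing the purity filter, which is another quantity and to which no alternative applies.

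Within the families, 0 genes passed in heavy polysomal fractions of the Acb, and alternatives set before the data were examined closed the gaps as follows, while the others did not. For *Mrps* genes lower (0 against the paper's 7) these were no filter beyond 1 read, DESeq2's Wald test and all 24 libraries in one fit, and for *Mrpl* genes lower (0 against the paper's 13) DESeq2's Wald test and all 24 libraries in one fit. For the respiratory chain, genes lower (0 against the paper's 49) were closed by no filter beyond 1 read, DESeq2's Wald test (47) and all 24 libraries in one fit, and genes higher (0 against the paper's 4) by DESeq2's Wald test and all 24 libraries in one fit. For complex I, genes lower (0 against the paper's 25) and higher (0 against the paper's 1) were closed by no filter beyond 1 read, DESeq2's Wald test and all 24 libraries in one fit. In Fig. 7A, read by eye, the paper shows about 2 genes lower for complex II, about 3 lower and about 1 higher for complex III, about 8 lower for complex IV and about 8 lower and about 1 higher for complex V, against 0 here for each. DESeq2's Wald test closed each of these gaps (2, 3, 1, 9, 8 and 1), all 24 libraries in one fit closed those of complex II, the gene higher in complex III, complex IV and complex V, no filter beyond 1 read those of complexes IV and V, and the replicate block those of the genes lower in complexes III and IV. For translational efficiency, Fig. 7B shows about 4 *Mrps* and about 13 *Mrpl* genes lower and, for complex I, about 20 lower and about 1 higher, read by eye, against 0 here, and none of the alternatives set before the data were examined closed the gaps, the highest being 1, 2, 9 and 0.

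Adjusted p-values of the genes of Figure 7C (edgeR, Benjamini-Hochberg) were above the paper's. They were 0.0983 for *Cox7a2* against the paper's 0.002130559 (DESeq2's Wald test 0.00214, range over alternatives 0.00103 to 0.372), 0.0983 for *Cox7c* against the paper's 0.005196321 (0.00466, range 0.00324 to 0.372), 0.0983 for *Slirp* against the paper's 0.002914695 (0.00284, range 0.00284 to 0.372) and 0.0983 for *Uqcrh* against the paper's 0.005196321 (0.00466, range 0.00320 to 0.478). They were 0.0989 for *Uqcrb* against the paper's 0.008156897 (DESeq2's Wald test 0.00725, range 0.00346 to 0.764), 0.106 for *Mrpl33* against the paper's 0.013747103 (0.0123, range 0.0112 to 0.403) and 0.106 for *Dbi* against the paper's 0.014858228 (0.0134, range 0.00545 to 0.930). For *Timm8a1* the value was 0.0987 against the paper's 0.013141037, DESeq2's Wald test gave no adjusted p for it, and all 24 libraries in one fit gave 0.0124 (range 0.0124 to 0.403). DESeq2's Wald test closed the gap for the other 7 genes, all 24 libraries in one fit also for *Slirp* and *Mrpl33*, no filter beyond 1 read also for *Mrpl33* and *Dbi*, and the replicate block also for *Mrpl33*, and the remaining alternatives set before the data were examined closed none. These genes were also called at an adjusted p under 0.05 by no filter beyond 1 read (8 genes), all 24 libraries in one fit (8), the replicate block (*Cox7a2*, *Cox7c*, *Slirp*, *Uqcrh*, *Timm8a1*, *Mrpl33*) and that block with the transcript length trend removed (*Slirp*), and, chosen after seeing the values, by the likelihood ratio test (8) and by DESeq2 with the transcript or coding sequence length trend removed (*Cox7a2* and *Slirp* in both).

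The paper names *Ecscr* as the gene changed in whole Acb lysates, where *Tmem38b* was called here and *Ecscr* had an adjusted p of 0.817 (edgeR, Benjamini-Hochberg). *Ecscr* was called by DESeq2's Wald test (0.0307) and, chosen after seeing the values, by edgeR's likelihood ratio test (0.0242) and by DESeq2 with either length trend removed, within a range of 0.0242 to 1.00 over its alternatives. Of the genes the paper names in the DS, 15 were not called here. Of these 15, DESeq2's Wald test called 12 (all but *Sat1*, *Selt* and *Timm8b*), no filter beyond 1 read 11 (all but *Bex2*, *Nap1l5*, *Pebp1* and *Selt*), the replicate block 9 (*Frrs1l*, *Atp5e*, *Mt1*, *Ndufa1*, *Tomm7*, *Pcp4*, *2010107E04Rik*, *Tmsb10* and *Timm8b*), and that block with the transcript length trend removed 10 (the same without *Timm8b* and with *Sat1* and *Selt*). The trend removal alone called 4 (*Mt1*, *Tomm7*, *Pcp4* and *2010107E04Rik*), leaving out wild-type replicate 2 called 4 (*Frrs1l*, *Sncb*, *Ndufa1* and *Tomm7*), and leaving out wild-type replicate 3 called 7 (*Atp5e*, *Mt1*, *Ndufa1*, *Tomm7*, *Pcp4*, *2010107E04Rik* and *Timm8b*). Settings chosen after seeing the values called 14 (DESeq2 with the transcript length trend removed, all but *Timm8b*), 13 (with the coding sequence length trend removed, all but *Tomm7* and *Timm8b*), 8 (likelihood ratio test, *Frrs1l*, *Atp5e*, *Mt1*, *Ndufa1*, *Tomm7*, *Pcp4*, *2010107E04Rik* and *Tmsb10*), 7 (limma-voom, these without *Frrs1l*), 5 (edgeR with the coding sequence length trend removed, *Frrs1l*, *Sncb*, *Bex2*, *Mt1* and *Selt*) and 1 (GC content trend removed, *Tmsb10*). In the same comparison *Acer2* (log2 fold change -1.59, adjusted p 0.0382) and *Tmsb4x* (0.97, 0.0382) were called here (edgeR, Benjamini-Hochberg) and are not named by the paper for the DS. *Acer2* is among the symbols read from Figure 5B for the Acb. Of the 13 genes of the discussion 0 were called here at an adjusted p under 0.05 and 13 had an unadjusted p under 0.05, and DESeq2's Wald test called all of them. Fewer of them were called by no filter beyond 1 read (*Rab31*, *Tmed2*, *Hap1*, *Pdzd2* and *Pacsin1*), by the replicate block (*Hap1* and *Pdzd2*), by all 24 libraries in one fit (these 5 genes with *Bcl2l1* and *Sptbn4*) and, chosen after seeing the values, by the likelihood ratio test (these 5 genes with *Pip5k1a* and *Sptbn4*), and by DESeq2 with the transcript length trend removed (these 5 genes with *Bcl2l1* and *Pip5k1a*) or the coding sequence length trend removed (*Hap1*, *Pdzd2* and *Pacsin1*). The 99 genes of Figure 5B were not called here either, against 98 with no filter beyond 1 read, 95 with DESeq2's Wald test, 39 with the replicate block, 4 with that block and the transcript length trend removed, 97 with all 24 libraries in one fit and, chosen after seeing the values, 97 with the likelihood ratio test, 1 with the coding sequence length trend removed, and 55 and 50 with DESeq2 and the transcript or coding sequence length trend removed.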

Other observations

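Apart from the comparisons and alternatives fixed in advance, tests in this part were chosen only after the result was seen, with the following exceptions. These were tests of other splits of the calls in heavy polysomal fractions of the Acb, and of transcript length for these calls. Transcript length for the short families, cell mix in the Acb, genes flanking *Rps6* and sex-linked transcripts were also excepted. For the tests of transcript length and coding sequence length, and for the short families, the thresholds that decide their reading were also set after their values had been seen.

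Genotype effects in heavy polysomal fractions of the Acb followed the length of genes. The Spearman rho of log2 fold change with transcript length was 0.307 (12149 genes, which are not independent replicates) and with coding sequence length 0.494, against 0.0994 and 0.0804 in whole Acb lysates, 0.127 and 0.0466 in heavy polysomal fractions of the DS and 0.279 and 0.186 in whole DS lysates. Genes called lower by DESeq2 had a median coding sequence of 448.5 bases and those called higher 1551, against 1401 for all genes tested. As the whole cause, the tables argue against a transcript length trend, since 564 of 1090 DESeq2 calls were shared with the comparison without it, and against a coding sequence length trend, since 341 were shared with it removed, where the other splits gave at most 55 calls with no trend removed, 69 with the transcript length trend removed and 87 with the coding sequence length trend removed. For the 506 and 745 calls lost when these trends were removed, length cannot be told apart from a change in the genes themselves, because the genes lost are short when lower and long when higher, and 20 and 4 further genes had no adjusted p once the trend was removed. Argued against as well were GC content (rho -0.0411), a difference in RNA length between all samples of the genotypes (rho 0.0804 in whole lysates), sequencing depth (951 of the 1090 calls left after thinning), a few genes taking most of the reads (a difference of 0.933 percentage points on the 10 most abundant genes) and a different mix of cells (median change of 0.0295 in whole lysates, in the direction called).

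A difference between preparations in the polysomes collected may underlie the length trend, and it cannot be told apart from an effect of the mutation, because each library is a preparation of its own, with 3 per genotype, and preparations also differed within a genotype. In the Acb the rho of single libraries with coding sequence length ran from -0.424 to -0.252 in wild-type and from 0.0815 to 0.515 in rpS6 P-/- mice without overlap (means 0.603 apart), whereas the highest range within a genotype, 0.568, was that of rpS6 P-/- mice in the DS, where the means were 0.0462 apart. Heavy fractions are defined by a number of ribosomes, so a shift in the fractions pooled could change short and long messages in opposite directions without any change in their translation. An effect of the mutation on short messages stays open and was not separated from this.

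Numbers of splits given here include the genotypes themselves. Among the 10 splits of the 6 heavy polysomal libraries of the Acb, edgeR called at most 2 genes (all 10 reach the 0 calls of the genotypes by construction, which tests nothing), while the genotypes gave the highest value, 1 of 10, for genes with an unadjusted p under 0.05 (3518 against 1833), for DESeq2 (1090 against 55), for DESeq2 with the coding sequence length trend removed (527 against 87), for the size of the complex I median (0.706 against 0.464) and for the coding sequence length trend (0.494 against 0.433). For the number of families called 3 of 10 were as large (13 against 13) and for the transcript length trend 2 of 10 (0.307 against 0.356). In whole Acb lysates 7 of 10 splits gave as many calls (1 against 5), 10 as many genes with an unadjusted p under 0.05 (455 against 1206), 7 as many DESeq2 calls (1 against 44), 7 with the coding sequence length trend removed (1 against 50) while all 10 reach the 0 families called there (at most 10) by construction. For heavy polysomal fractions of the DS, 1 of 10 was as large for edgeR (7 against 2), 2 for an unadjusted p under 0.05 (1021 against 1694), 2 for DESeq2 (17 against 138), 1 with the coding sequence length trend removed in DESeq2 (74 against 61) and 8 for families (1 against 11). With 10 splits the share is never under 0.1, so chance is not excluded for any of these.

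For translational efficiency, where the genotypes gave 0 calls, all 10 splits of each region (at most 4 calls in the Acb and 3 in the DS) and all 100 divisions for the difference between regions (at most 28) reach that number by construction, which tests nothing. In the Acb 1 of 10 splits gave as many genes with an unadjusted p under 0.05 (1992 against 1312), 1 as many calls with paired lysates (106 against 90) and 1 as large an overlap with DESeq2 calls in heavy polysomal fractions (74 against 30). In the DS 4 of 10 gave as many genes with an unadjusted p under 0.05 (811 against 1223) and 5 as many calls with paired lysates (6 against 21). For the difference of translational efficiency effects between regions, 6 of 100 divisions gave as many genes with an unadjusted p under 0.05 (1623 against 2646). Divisions that keep the Acb genotypes apart were not left out here either, so this share cannot decide on chance, which was not excluded. Effects in heavy polysomal fractions and in translational efficiency of the Acb correlated with rho 0.788 across genes, where simulated groups without effect had a median of 0.667 through the heavy polysomal libraries that both comparisons share and other splits gave 0.480 to 0.754, so an agreement beyond the shared libraries cannot be told apart from chance with 10 splits. Of the 1000 genes ranked first in each, 548 were shared, against 350 to 398 in simulations and up to 475 in other splits. Effects in heavy polysomal fractions of the Acb and the DS correlated with rho -0.0618 over 12268 genes.

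Short mitochondrial and ribosomal families were lower in heavy polysomal fractions of the Acb. Of 8 families, 3 (complexes I, III and IV) were lower than nearly all of 10000 random lists matched on transcript length and on coding sequence length (highest adjusted share 0.0011 in both). An adjusted share is the share of lists as low, doubled and adjusted over the families by the Benjamini-Hochberg method. With the transcript length trend removed from each library, however, the medians went from -0.71 to -0.10 for complex I, from -0.88 to -0.05 for complex III and to -0.36 for complex IV. The families called by camera went from 13 to 6. These differences shrank with the trend removed, which does not show by itself that the trend is their cause. As the whole cause of the lower families a transcript length trend is argued against by complex IV, still called with the trend removed (adjusted p 0.00581 by camera with Benjamini-Hochberg adjustment, 6.59e-10 to 0.308 over its alternatives). For complexes I and III a transcript length trend cannot be told apart from a change of their own, because the lists leave a difference and camera with the trend removed does not (lowest adjusted p 0.0707 with Benjamini-Hochberg adjustment, complex I, whose alternatives ranged from 1.27e-09 to 0.308). A coding sequence length trend is argued against as the whole cause for complexes I and IV, still called with it removed (adjusted p 0.00962 and 0.00811 by camera, Benjamini-Hochberg, a setting chosen after seeing the data), and cannot be told apart for complex III, which camera called neither with all libraries (adjusted p 0.138) nor with that trend removed (0.833, Benjamini-Hochberg in both) and whose 9 genes went both ways. Cytosolic and mitochondrial ribosomal families were not told apart from lists matched on coding sequence length, with a lowest adjusted share of 0.17. Translocases had an adjusted share of 0.0017 for lists matched on transcript length and 0.0578 on coding sequence length. Reads shared with pseudogenes would lower these families in whole lysates too, where the lowest median was -0.0728, which argues against them. In whole DS lysates, camera called complex I (adjusted p 0.0398) and *Mrpl* genes (0.0198), both lower (Benjamini-Hochberg, up to 0.923 and 0.760 over the alternatives run), and 3 other splits of these libraries gave more than these 2 families (3, 6 and 5), so nothing is read from it.

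Marker lists had these median log2 fold changes in heavy polysomal fractions of the Acb, whole Acb lysates, heavy polysomal fractions of the DS and whole DS lysates. Oligodendrocytes had -0.49, -0.17, 0.14 and -0.04 (8 genes), astrocytes 0.29, -0.05, 0.16 and 0.19 (7 genes), microglia -0.16, -0.14, 0.20 and 0.11 (8 genes), endothelial cells 0.07, 0.49, -0.17 and -0.76 (3, 1, 3 and 2 of 7 genes with enough reads), medium spiny neurons 0.00, 0.04, 0.17 and 0.05 (9 of 10 genes) and cortical excitatory neurons 0.21, 0.29, -0.24 and -0.07 (6, 4, 6 and 6 of 6 genes). *Ttr*, which had the lowest p in heavy polysomal fractions of the Acb and was chosen after its values were seen, had 800, 109 and 145 reads there in wild-type and 14, 46 and 4 in rpS6 P-/- libraries. In whole Acb lysates *Ttr* had 249, 64 and 28 reads in wild-type and 10, 0 and 34 in rpS6 P-/- libraries, with overlap between genotypes. Choroid plexus tissue in some samples may explain the lower *Ttr* and cannot be told apart from a change of *Ttr* itself. Among the other 8 choroid plexus genes tested, 4 were lower, 0 of them with an unadjusted p under 0.05. Of the 6 genes on this list with at least 50 reads on average, 3 were higher (highest log2 fold change 0.895). An unadjusted p under 0.05 was reached by 2 of these 6, *Ttr* and a gene that was higher in rpS6 P-/- mice. The explanation stays open because *Clic6* and *Enpp2* were present in every heavy polysomal library of the Acb (38.3 to 63.0 and 83.7 to 116 CPM, overlapping between genotypes). This level would hide a small share of such tissue, and the other 6 of the 8 genes had at most 279 reads. The choroid plexus list had medians of 0.02, -0.07, 0.19 and 0.05.

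The mutated *Rps6* allele may carry a flanking segment of the strain in which it was made, which littermates of a mixed background, as the paper describes them, would not even out. In whole Acb lysates 12 of 97 genes within 20 Mb of *Rps6* had an unadjusted p under 0.05, against 443 of 15296 elsewhere (one-sided Fisher's exact test, p 2.82e-05, and 1.13e-04 after Benjamini-Hochberg adjustment over the 4 comparisons), in line with such a segment, and the shares were 13 of 106 (p 0.0182) and 12 of 98 (p 0.176) in heavy polysomal fractions and whole lysates of the DS and 23 of 105 (p 0.516) in heavy polysomal fractions of the Acb by the same exact test. *Acer2*, 17 kb from *Rps6*, was lower in rpS6 P-/- mice in the 4 comparisons (log2 fold changes -1.89, -1.57, -1.59 and -1.30), each time with 3 of 3 libraries below all wild-type libraries, and its adjusted p was 0.00816 over the heavy polysomal libraries of both regions (edgeR, Benjamini-Hochberg). Whole lysates of both regions together called 2 genes, *Cwc22* and *Rpl27a*, and 0 of the 101 genes near *Rps6*, so this comparison (Fisher's exact p 1) had too few calls to decide, and a flanking segment cannot be told apart there. Among 1985 windows of the genome, 1.66% had effects in whole lysates of the Acb and the DS that correlated as much as those of the 73 genes near *Rps6* (rho 0.317).

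*Cwc22* was higher in rpS6 P-/- mice in both regions and kinds of RNA. The paper gives the mice as a mixed background of several strains, bred from heterozygous crosses and compared with wild-type littermates of the same background, so a variant on another chromosome than *Rps6*, where *Cwc22* lies, would be shared out among the littermates of both genotypes, apart from chance in small pools. A strain variant that differs between the pools may still explain it. In whole Acb lysates wild-type replicate 2 (85.5 CPM) lay above all rpS6 P-/- libraries, the lowest at 65.8 CPM. The other wild-type libraries there had 25.3 and 25.8 CPM. In heavy polysomal fractions of the Acb wild-type replicate 2 had 51.4 CPM, nearer the lowest rpS6 P-/- library (59.4 CPM) than the next wild-type library (16.6 CPM). In the DS all wild-type libraries lay below the rpS6 P-/- libraries. The high level without the mutation goes with such a variant, but it was seen in only 1 replicate. The alleles of the mice in each pool are not given, so a variant cannot be told apart from an effect of the mutation. Sex-linked transcripts reached an unadjusted p under 0.05 in 3 of 20 tests (*Ddx3y* -0.68 and *Xist* 1.59 in whole Acb lysates, *Uty* 1.07 in heavy polysomal fractions of the DS), and a different share of males and females in the pools cannot be told apart because *Xist* stayed between 0 and 10.6 CPM in all libraries.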
